# Inhibition of 2-AG hydrolysis differentially regulates blood brain barrier permeability after injury

**DOI:** 10.1186/s12974-018-1166-9

**Published:** 2018-05-14

**Authors:** Justin R. Piro, Georgette L. Suidan, Jie Quan, YeQing Pi, Sharon M. O’Neill, Marissa Ilardi, Nikolay Pozdnyakov, Thomas A. Lanz, Hualin Xi, Robert D. Bell, Tarek A. Samad

**Keywords:** Monoacylglycerol lipase, 2-arachidonoylglycerol, Neuroinflammation, Blood-brain barrier, Neurovasculature

## Abstract

**Background:**

Acute neurological insults caused by infection, systemic inflammation, ischemia, or traumatic injury are often associated with breakdown of the blood-brain barrier (BBB) followed by infiltration of peripheral immune cells, cytotoxic proteins, and water. BBB breakdown and extravasation of these peripheral components into the brain parenchyma result in inflammation, oxidative stress, edema, excitotoxicity, and neurodegeneration. These downstream consequences of BBB dysfunction can drive pathophysiological processes and play a substantial role in the morbidity and mortality of acute and chronic neurological insults, and contribute to long-term sequelae. Preserving or rescuing BBB integrity and homeostasis therefore represents a translational research area of high therapeutic potential.

**Methods:**

Induction of general and localized BBB disruption in mice was carried out using systemic administration of LPS and focal photothrombotic ischemic insult, respectively, in the presence and absence of the monoacylglycerol lipase (MAGL) inhibitor, CPD-4645. The effects of CPD-4645 treatment were assessed by gene expression analysis performed on neurovascular-enriched brain fractions, cytokine and inflammatory mediator measurement, and functional assessment of BBB permeability. The mechanism of action of CPD-4645 was studied pharmacologically using inverse agonists/antagonists of the cannabinoid receptors CB1 and CB2.

**Results:**

Here, we demonstrate that the neurovasculature exhibits a unique transcriptional signature following inflammatory insults, and pharmacological inhibition of MAGL using a newly characterized inhibitor rescues the transcriptional profile of brain vasculature and restores its functional homeostasis. This pronounced effect of MAGL inhibition on blood-brain barrier permeability is evident following both systemic inflammatory and localized ischemic insults. Mechanistically, the protective effects of the MAGL inhibitor are partially mediated by cannabinoid receptor signaling in the ischemic brain insult.

**Conclusions:**

Our results support considering MAGL inhibitors as potential therapeutics for BBB dysfunction and cerebral edema associated with inflammatory brain insults.

**Electronic supplementary material:**

The online version of this article (10.1186/s12974-018-1166-9) contains supplementary material, which is available to authorized users.

## Background

The blood-brain barrier (BBB) is a selectively permeable barrier that regulates protein, metabolite, and ion transport to and from the central nervous system (CNS). It is composed of endothelial cells connected by tight junctions, pericytes, and astrocyte end-feet [1]. Acute neurological insults caused by infection, ischemia, or traumatic insults are often associated with breakdown of the BBB followed by infiltration of circulating immune cells and extravasation of plasma components. BBB breakdown and extravasation of these peripheral components into the brain parenchyma result in inflammation, oxidative stress, edema, excitotoxicity, and neurodegeneration [2]. Each of these insults can drive pathophysiological processes and play a substantial role in the morbidity and mortality of acute and chronic neurological diseases. Preserving or rescuing BBB integrity and function is therefore a research area with high therapeutic potential.

Systemic inflammatory challenges such as lipopolysaccharide (LPS), an immunogenic component of Gram-negative bacteria, promote BBB dysfunction [3]. Several inflammatory pathways have been proposed to contribute to the disruptive effects of LPS on BBB. Central to these mechanisms is the activation of the cerebrovascular endothelium and surrounding cells within the neurovascular unit by pro-inflammatory cytokines (IL-1β and TNFα) and eicosanoids induced by LPS [4].

Although the triggering mechanism of BBB disruption in ischemic stroke is relatively distinct from other systemic or central inflammatory stimuli [5], the neurovascular unit is dramatically sensitized to further disruptive changes by peripheral or central inflammation [6]. As a consequence, brain damage and mortality are exacerbated by systemic and central inflammation in clinical outcome as well as in experimental animal models [6, 7].

The interplay between brain injury and the subsequent inflammatory cascade as it pertains to BBB integrity and properties is not completely understood. Moreover, it is still unclear whether cerebrovascular changes and BBB breakdown can initiate pathogenic events that lead directly to neuronal injury, impaired functional activity, and early neurological symptoms in humans [2]. Therefore, a better mechanistic understanding of the molecular events leading to BBB dysfunction is necessary to address the unmet medical needs in acute brain injury and perhaps other chronic neurodegenerative conditions.

We and others have recently shown that monoacylglycerol lipase (MAGL), a serine hydrolase which modulates levels of the abundant endocannabinoid 2-arachidonoylglycerol (2-AG) [8, 9], also regulates neuroinflammation [10, 11]. Through hydrolysis of 2-AG, MAGL produces a pool of arachidonic acid (AA) which contributes to the inflammatory cascade in the CNS. Inhibition of MAGL enhances 2-AG-mediated cannabinoid receptor signaling while lowering arachidonate levels in the brain.

Interestingly, both pathways triggered by MAGL inhibition, elevation of 2-AG and reduction of AA, have been proposed to be implicated in modulation of BBB properties. After neurological insults, endocannabinoids are elevated and are hypothesized to protect the CNS through enhanced cannabinoid receptor signaling [12]. Indeed, administration of 2-AG was shown to be neuroprotective and restored BBB function after traumatic brain injury (TBI) [13]. In contrast, elevation of AA has long been known to induce BBB dysfunction and cerebral edema [14]. Due to the bidirectional effects on brain inflammation, MAGL inhibition has demonstrated a variety of beneficial therapeutic effects including improvement of BBB function in a TBI model [15]. However, the specific mechanism(s) of action of MAGL in BBB function and dysfunction has yet to be elucidated.

In this study, we assessed the effects of systemic inflammation on BBB function and the contribution of the inflammatory cascade to BBB dysfunction subsequent to an ischemic insult. We have characterized and used a selective inhibitor of 2-AG hydrolysis to modulate the central arachidonate inflammatory cascade and to enhance endocannabinoid tone. Transcriptomic analysis coupled with functional measurement of BBB integrity demonstrated that MAGL inhibition promotes preservation of BBB integrity in both inflammatory and ischemic conditions. In addition, we characterized the contribution of central arachidonate lowering effects relative to cannabinoid receptor agonism and demonstrated a dynamic and differential MAGL inhibition-mediated mechanism of BBB protection, which is dependent on the nature (inflammatory vs. ischemic) of the initial insult.

## Methods

### Animals

Animals were purchased from Charles River (CD1) or Jackson Labs (C57Bl/6). All animals were housed in groups in a temperature-controlled environment, kept on 12 h light/dark cycle, and allowed food and water ad libitum. All procedures were conducted under the approval of the Institutional Animals Care and Use Committee (IACUC) at Pfizer Inc. (Cambridge, MA).

### Pharmacokinetic, pharmacodynamic, cytokine, and activity-based protein profiling measurements

CPD-4645 was dissolved in a vehicle of 5:5:90 DMSO:Cremophor:Saline and subcutaneously administered to CD1 mice at a dose of 10 mg/kg. Plasma and brain samples of CPD-4645-treated mice were collected at 0.5, 1, 2, 4, 8, 12, and 24 h post-dose (three mice per time point). Plasma and brain samples of vehicle-treated mice were collected at 1 h post-dose.

Plasma samples were prepared for CPD-4645 measurement on wet ice. Briefly, samples were spiked with IS (internal standard) solution (100 ng/mL Labtalol, 400 ng/mL diclofenac, and 200 ng/mL tolbtamide in CAN/MeOH (*v*:*v* 50:50) with 0.1% formic acid) followed by extraction in water/MeOH (*v*:*v* 75:25) with 0.1% formic acid. Samples were then centrifuged at 4000 rcf for 10 min at 4 °C, and supernatant was directly injected for LC-MS/MS analysis. Cerebellums were homogenized with three volumes (*w*:*v*) of PBS. The homogenates were then spiked with IS solution followed by centrifugation at 15,700 rcf for 15 min at 4 °C. Supernatant was removed and directly injected for LC-MS/MS analysis.

Levels of brain 2-AG and AA were measured by homogenizing brain with three volumes (*w*:*v*) of homogenization buffer (1% PMSF and 5% 100 mM NH_4_OAc in water pH 2.0, adjusted with formic acid). The brain homogenates were then spiked with IS2 [1 μg/mL d_5_-2-AG or d_8_-AA (deuterated 2-arachidonoylglycerol or deuterated arachidonic acid) (Cayman Chemical Ann Arbor, Michigan) in ACN] solution followed by precipitation and organic extraction in ACN. Samples were then centrifuged at 15,700 rcf for 15 min at 4 °C and supernatant directly injected onto a C-18 UPLC column held at 50 °C at a flow rate of 0.5 mL/min. For 2-AG measurement, mass spectrometry was run in positive ESI mode with SRM detection. The 2-AG m/z was 379.4/287.3. The d_5_-2-AG m/z was 384.4/287.4. For AA measurement, mass spectrometry was run in negative ESI mode with SRM detection. The AA m/z was 303.1/205.2. The d_5_-2-AG m/z was 311.2/267.0. Calibration standards and quality control samples were prepared using the same methodology. The 2-AG calibration curve consisted of 50–50,000 ng/mL 2-AG in homogenization buffer. The AA calibration curve consisted of 50–50,000 ng/mL AA in homogenization buffer.

Brain cytokine levels were measured by preparing soluble proteomes as previously described [11] followed by ELISA measurement using V-Plex Proinflammatory Panel 1 (Meso Scale Diagnostics, Rockville MD) with detection antibodies for IL1β and IL6. Cytokine levels were normalized for total protein as determined by bicinchoninic acid (BCA) protein assay (Thermo Fisher, Waltham, MA).

Activity-based protein profiling was performed as previously described [9] with minor modifications. Briefly, membrane proteomes were isolated by homogenizing brain tissue in PBS buffer and centrifuged at 145,000×*g* for 45 min at 4 °C. Pellets were washed three times in PBS. Samples were diluted to 1 mg/mL total protein and incubated with 2 μM final fluorophosphonate-rhodamine. Reactions were incubated for 30 min at room temperature and quenched with 4× SDS loading buffer and boiled for 10 min at 95 °C. Samples were run on 12% SDS mini-gels and visualized using a fluorescent scanner (GE ImageQuant Las4000). Densitometry analysis was performed on the in-gel fluorescence images using Image Studio version 4 software (LI-COR, Lincoln, Nebraska).

### Induction of BBB disruption by lipopolysaccharide

Male CD1 mice aged 8–10 weeks were intraperitoneally injected with 3 mg/kg of salmonella enterica typhimurium (Sigma L2262) at 0, 6, and 24 h as previously described [3]. For the pharmacology studies, mice were dosed with 10 mg/kg subcutaneous CPD-4645 in a vehicle of 5:5:90 DMSO:Cremophor:Saline with and without combination of 3 mg/kg rimonabant and AM630 in vehicle (5:5:90; DMSO:Cremophor:Saline) 30 min post each LPS dose. For assessment of BBB function, mice were euthanized at 28 h after the first LPS injection. Animals were perfused with heparinized PBS, and brains were collected and frozen on dry ice for fluorescent immunostaining or ELISA. For the RNA-seq studies, the brains were not perfused as above and frozen brains were transferred into RNA-later-ICE Frozen Tissue Transition Solution (Life Technologies AM7030) in stored for 24 h at − 20 °C. Brain vasculature was then isolated as previously described [16] with the addition of two extra washes in sucrose buffer to remove remaining traces of myelin. Total RNA was purified using Qiagen RNeasy kits. RT-qPCR was performed to determine which cell types are present in the preparations.

**Table:** 

Gene symbol	Protein name	Taqman assay ID
Gfap	Glial Fibrillary Acidic Protein	Mm01253033_m1
Pdgfrb	Platelet-Derived Growth Factor Receptor Beta	Mm00435546_m1
Pecam1	Platelet Endothelial Cell Adhesion Molecule	Mm01242576_m1
Sypl	Synaptophysin-like	Mm01289818_g1
Aif1 (Iba1)	Allograft Inflammatory Factor 1	Mm00520165_m1

### Transcriptomics

#### Library preparation

Stranded cDNA libraries were prepared from 50 ng RNA using TruSeq Stranded mRNA NeoPrep kits (Illumina) and sequenced on a NextSeq 500 (Illumina) at a read depth of 10–20 million reads per sample (75 base pair single-end reads). FASTQ files were assembled using bcl2fastq.

#### Sequence data processing

Sequence reads were aligned to mouse genome mm10/GRCm38 assembly using STAR 2.5.2a (http://github.com/alexdobin/STAR; parameters: --outFilterMultimapNmax 20 --outFilterType BySJout --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.1 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000). Read counts for gene expression quantification were calculated using STAR --quantMode based on GENCODE release M9 basic annotation.

#### Differential gene expression analysis

The read count data were normalized by the trimmed mean of the *M*-values method [17] using the calcNormFactors() function from the edgeR package [18]. The mean-variance relationship of the counts was estimated using the voom() function [19] from the limma package [20]. To identify differentially expressed genes, the log_2_ fold differences and *p* values were estimated by fitting a linear model for each gene and applying empirical Bayes to moderate residual variances, using lmFit() and eBayes() functions from the limma package. Benjamini-Hochberg procedure for multiple hypothesis testing was applied to adjust *p* values. Differentially expressed genes were selected at twofold change (FC) cutoff and false discovery rate (FDR) of 0.05.

#### Gene ontology analysis

DAVID 6.7 bioinformatics tools (http://david-d.ncifcrf.gov) were applied for gene ontology (GO) analysis. The enriched GO categories were identified using the functional annotation clustering tool.

### Assessment of extravascular fibrinogen via fluorescent immunostaining

Fresh frozen brains were stored at − 20 °C until sectioning. Twelve-micrometer sections were cut using a cryostat and were heat mounted to slides and stored at − 20 °C until use. Sections were incubated in Zinc fix (BD Pharmingen #51-7538KZ) for 3 h prior to permeabilization (0.1% citrate, 0.1% Triton-X100 in PBS) for 10 min at 4 °C. Next, sections were blocked in 3% bovine serum albumin (BSA) for 1 h. Sections were incubated overnight at 4 °C in sheep anti-Fibrinogen (1:500; Serotec #4440-8004) and rat anti-CD31 (1:250; Serotec MCA2388T) made in 0.1% BSA. The next day, sections were washed in PBS-T and incubated in Alexa Fluor anti-sheep-555 (Invitrogen #A21436) and Alexa Fluor anti-rat-488 (Life Technologies #A21208) made in 0.1% BSA for 1 h at 37 °C. Slides were imaged on a Zeiss 710 confocal microscope. Images were taken with 20× objective and analyzed using ImageJ software. All images and subsequent analysis were performed blinded. To analyze extravascular fibrinogen, images were thresholded to remove signal where CD31 staining (vascular endothelial marker) and fibrinogen staining were co-localized. The areas of exclusively fibrinogen signal in the brain were quantified using the ImageJ integrity density function.

### Measurement of brain and plasma fibrinogen levels

Brain homogenates were made by sonicating one cerebral hemisphere (without cerebellum) in radioimmunoprecipitation assay buffer (Sigma #R0278) containing protease and phosphatase inhibitors (Pierce #88669). Lysates were centrifuged twice at 13,300 rpm for 15 min. Pellets were discarded and supernatants were kept for analysis. For plasma sample collection, blood samples were collected in heparin-sodium (1:10) via cardiac puncture and centrifuged at 6000 rpm for 5 min. Plasma was collected and spun again at 13,300 rpm for 5 min to remove any residual blood cells. Brain homogenates (1:30 dilution) and plasma samples (1:20,000 dilution) were analyzed for fibrinogen levels by ELISA (Genway; cat #GWBBB0BA2) following the manufacturer’s protocol.

### Measurement of FITC dextran permeability in LPS model

At 1 h prior to tissue collection, 200 μL of 25 mg/mL solution of fluorescein isothiocyanate (FITC) conjugated dextran (70 kDa, Sigma Aldrich, St Louis, MO) in sterile saline was injected retro-orbitally. At 1-h post-fluorescent tracer administration, mice were anesthetized with isoflurane and transcardially perfused with approximately 20 mL of phosphate buffered saline (PBS) with heparin (5 U/ml). The brain was collected, frozen in liquid nitrogen, and stored at − 80 °C until use.

To measure FITC-Dextran fluorescence, a hemi-brain was homogenized using a TissueLyser II (Qiagen, Germantown, MD) set at 25 Hz for 2 min at 4 °C in 600 μL of ice-cold radioimmunoprecipitation (RIPA) assay buffer (150 mM NaCl, 1.0% IGEPAL® CA-630, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris, pH 8.0) (Sigma Aldrich, St Louis, MO) with protease inhibitors (cOmplete EDTA-free, Roche, Indianapolis, IN). Each sample was then centrifuged at 10,000 rcf for 10 min at 4 °C to pellet large debris.

Supernatant was collected and diluted 1:1 with PBS placed into a black 96-well plate. Fluorescence was measured in a SpectraMax M5 (Molecular Devices, Sunnyvale, CA) with excitation at 488 nm and emission at 525 nm. After the initial reading, samples were further diluted (1:4 and 1:8) and fluorescence intensity re-measured. Each reading was multiplied by the corresponding dilution factor, and an average fluorescence reading was determined.

### Induction of focal photothrombotic ischemia

To alleviate any potential pain or discomfort, mice were treated with 0.05 mg/kg of buprenorphine prophylactically. Mice were anesthetized with isoflurane for the duration of the procedure. Mice (C57BL/6) received a retro-orbital injection of 30 μL of a 15 mg/mL solution of rose bengal dissolved in sterile saline. The head of the mice was shaved and a small incision aseptically made along the midline of the skull. The mice were then placed into a stereotaxic frame, and a green laser held approximately 4 cm from the surface of the skull was positioned over the somatosensory cortex. Mice were subjected to the laser exposure for 10 min. After green laser illumination, the skin incision was closed with wound clips and animals monitored as they woke from the anesthesia. Mice were subcutaneously administered vehicle or 10 mg/kg CPD-4645 30 min post-photothrombosis. Mice received a daily injection of vehicle of CPD-4645 for 3 days.

On day 3, each mouse was retro-orbitally injected with Alexa Fluor® 555-conjugated Cadaverine (Thermo A30677) at 500 μg/20 g body weight as previously described [21] or 200 μL of 25 mg/mL solution of fluorescein isothiocyanate (FITC)- conjugated dextran (70 kDa, Sigma Aldrich, St Louis, MO) in sterile saline. At 1 h post-fluorescent tracer administration, mice were anesthetized with isoflurane and transcardially perfused with approximately 20 mL of PBS with heparin (5 U/ml). The brain was collected and the cortex dissected. A 5-mm tissue punch was taken from the core of the thrombotic infarct and from the identical region of contralateral cortex. Tissues were frozen in liquid nitrogen and stored at − 80 °C until use.

To measure FITC-Dextran fluorescence, a 5-mm stainless steel bead was added to each tube along with 300 μL of ice-cold radioimmunoprecipitation (RIPA) assay buffer (150 mM NaCl, 1.0% IGEPAL® CA-630, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris, pH 8.0) (Sigma Aldrich, St Louis, MO) with protease inhibitors (cOmplete EDTA-free, Roche, Indianapolis, IN). Samples were then homogenized using a TissueLyser II (Qiagen, Germantown, MD) set at 25 Hz for 2 min at 4 °C followed by incubation on ice for 30 min. Each sample was then centrifuged at 10,000 rcf for 10 min at 4 °C to pellet large debris.

Supernatant was collected and diluted 1:1 with PBS placed into a black 96-well plate. Fluorescence was measured in a SpectraMax M5 (Molecular Devices, Sunnyvale, CA) with excitation at 488 nm and emission at 525 nm. After the initial reading, samples were further diluted (1:4 and 1:8) and fluorescence intensity re-measured. Each reading was multiplied by the corresponding dilution factor, and an average fluorescence reading was determined.

## Results

### Profiling of inflammatory gene expression in neurovascular-enriched brain fraction following systemic insult

Brain fraction enriched for cerebrovascular tissue was isolated as previously described [16]. To confirm enrichment of the neurovasculature, we assessed expression of cell type-specific genes characteristic of the different cell types that compose the blood-brain barrier. Gene expression analysis by RT-qPCR demonstrated enrichment in the expression of *Gfap*, *Pdgfrb*, and *Pecam1* and low abundance of *Syp* and *Aif1* (Fig. 1a) demonstrating prevalence of astrocytes, pericytes, and endothelial cells over neurons and microglia which is consistent with the cell types that comprise the neurovascular unit.

**Fig. 1:**
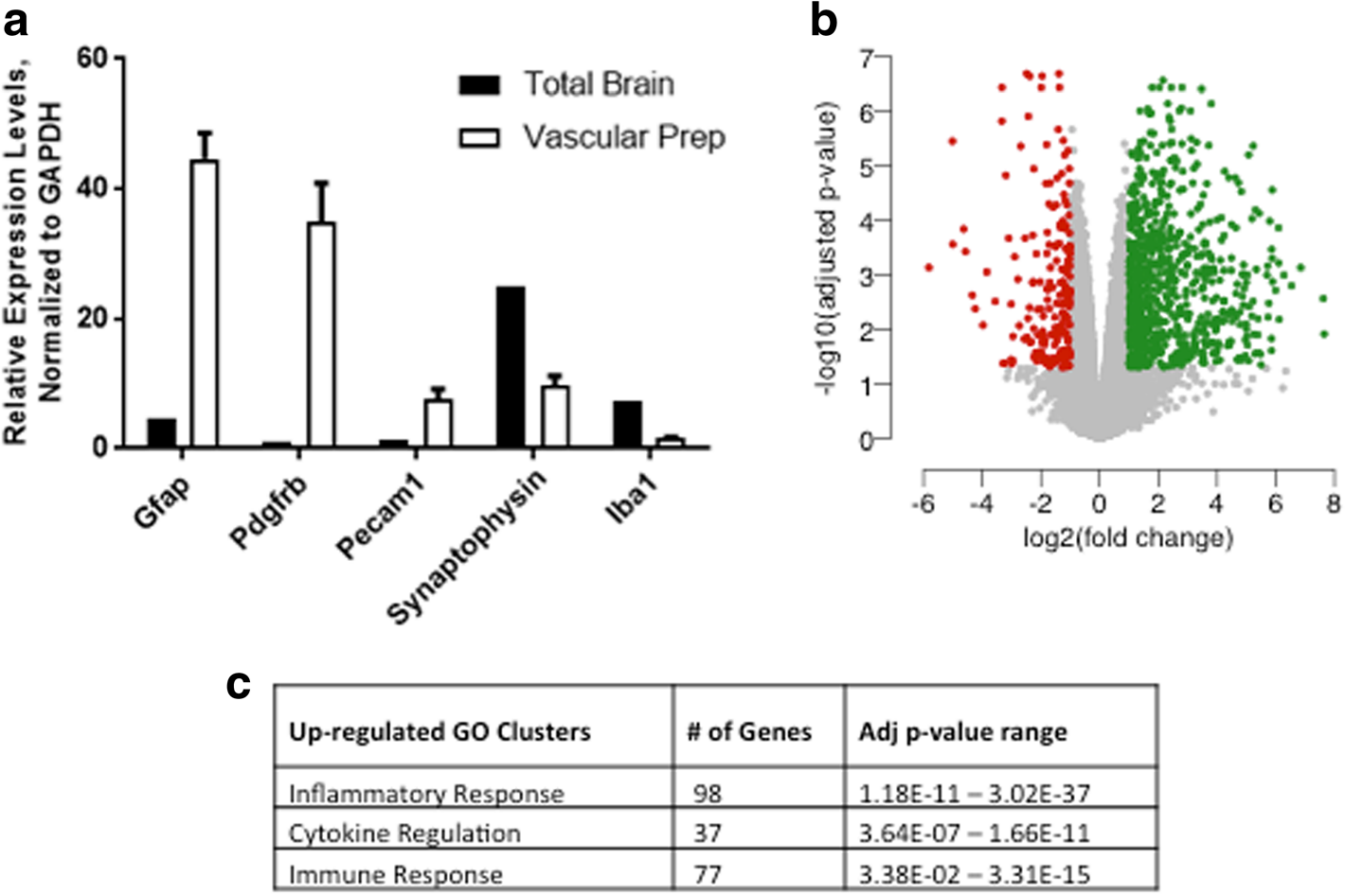
Transcriptomic profiling of neurovascular unit after LPS challenge. **a** Expression profile of cell type-specific makers in neurovasculature preparation. **b** Volcano plot of statistically significant upregulated (green) and downregulated (red) genes in the neurovascular unit after LPS challenge. **c** Gene ontology clusters for up- and downregulated genes identified using DAVID bioinformatics resource. Neurovasculature was isolated 4 h post last LPS dose. Data are means ± SEM, *n* = 4/5 mice per group

Activation of the neurovasculature through inflammatory challenge has previously been shown to disrupt the integrity of the BBB and substantially induce its permeability [3, 22]. 

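The RNA-seq experiment covered 13 male CD1 mice aged 8 to 10 weeks in 3 groups: 4 sham-vehicle mice, 5 LPS-vehicle mice and 4 mice given LPS and CPD-4645 (LPS-CPD-4645). LPS was injected at 3 mg/kg at 0, 6 and 24 h. CPD-4645, an inhibitor of monoacylglycerol lipase (MAGL), was given at 10 mg/kg after each LPS dose, with a delay of 30 min in the methods and of 45 min in the results. Tissue was collected 4 h after the last LPS dose from brains that had not been perfused. The authors aligned the reads to GRCm38 with STAR, counted them per gene on the GENCODE M9 basic annotation and deposited the counts without normalization. The text does not state which strand column of STAR's output was kept, so reads of genes that overlap on opposite strands could have been counted together. Counts per library ran from 7813559 to 55133373, with a median of 25295994 in sham-vehicle, 32657047 in LPS-vehicle and 26634010 in LPS-CPD-4645 mice. Over the 22 pairs of replicates, the squared differences were 9.82 to 61.07 times those of counting error alone (chi-square per gene). Averaged over genes, the spread between mice therefore set the precision. Of the 47643 genes listed by Ensembl identifier, 47224 matched the GENCODE M21 annotation of the same build, from which their symbols and coordinates were taken. The 17285 genes kept by edgeR's filterByExpr (minimum count 10, minimum total 15) were tested with TMM normalization in 1 quasi-likelihood fit of all 3 groups. A gene passed the threshold at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold, as in the study. Expression is given as CPM, counts relative to the TMM-scaled library total, with the SD over mice, and fold changes are on the log2 scale with their standard error (SE). Where every library of a group held at most 3 counts of a gene, the fold change is given as a lower bound, which covers counting error only. Such genes were ranked by their fitted fold change, so their rank is less certain than that of other genes.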

After systemic LPS administration, brain vasculature was isolated and extracted RNA was analyzed by next generation sequencing for gene expression quantification. 

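Comparing LPS-vehicle with sham-vehicle mice, 981 of the 17285 genes tested passed the threshold (edgeR quasi-likelihood test). Of these, 859 are listed in Table S1 with a change in the same direction. The study's own method, limma-voom, gave 980 genes here, of which 923 are in that table. Leaving out each of the 13 mice in turn gave 909 to 1007 genes. The count moved most when the 2-fold change was itself tested (edgeR's glmTreat), which left 439 genes.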

The RNA-seq analysis identified 949 differentially regulated genes (false discovery rate ≤ 0.05, increased or decreased by at least twofold) by LPS challenge compared to vehicle controls (Fig. 1b and Additional file 1: Table S1). 

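In LPS-vehicle mice, 809 genes were higher and 172 were lower than in sham-vehicle mice. With a mean count of at least 50 required, which kept 13860 genes, the counts were 635 and 113. Every LPS-vehicle mouse lay above every sham-vehicle mouse for 611 of the higher genes and below them for 126 of the lower genes. Over all genes tested, such separation was seen for 1673 genes upward and 1458 downward, 18.1% of the genes, where chance gives 1.59%. Among separated genes with a mean of at least 1 CPM, the 5 largest fitted rises were those of *Gpr18*, *Clec4e*, *Sele*, *Saa3* and *Tnfsf8*. *Gpr18* (chromosome 14 of GRCm38, 121911253 to 121915781) had 0 counts in all sham-vehicle mice and 1.88 ± 1.07 CPM (SD, n = 5) after LPS, at least 16.5-fold higher, in a region that overlaps *Ubac2* on the other strand. *Clec4e* (chromosome 6, 123281789 to 123289870) rose from 0.0385 ± 0.0538 (n = 4) to 5.53 ± 4.3 CPM, a log2 fold change of 6.72 (SE 0.86). *Saa3* (chromosome 7, 46711998 to 46715700) rose from 7.77 ± 5.37 to 491 ± 346 CPM, a log2 fold change of 5.93 (SE 0.52). For *Tnfsf8* (chromosome 4, 63831308 to 63861347) the means were 0.337 ± 0.337 and 22.1 ± 6.7 CPM, and the log2 fold change was also 5.93 (SE 0.58). The 5 largest falls were those of *Gpr34*, *Gkn3*, *Padi4*, *P2ry12* and *Slc22a8*, with log2 fold changes of -4.75, -4.52, -3.79, -3.33 and -3.30. *P2ry12* (chromosome 3, 59216272 to 59262871, overlapping *Med12l* on the other strand) fell from 26.9 ± 6.1 to 2.58 ± 0.954 CPM. The largest adjusted p of these 10 genes was 0.0046, for *Padi4* (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).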

Among those, 745 were statistically significantly upregulated, and 204 were significantly downregulated. 

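Table S2 lists the genes of the annotation clusters that the paper obtained from its upregulated genes. Its lists for regulation of cytokine production (37 genes) and immune response (77 genes, of which 76 matched by symbol) were used in full here. After LPS, all 36 tested genes of the cytokine list had a log2 fold change above 0, with a median of 1.84, and 35 passed the threshold. All 76 tested genes of the immune response list were above 0, with a median of 2.11 that was the same with its 3 genes at the floor set to their bound, and 74 passed. At an adjusted p of at most 0.05, every one of these genes passed both over all genes tested and adjusted over the list alone (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The study chose the lists on these same mice, so the second adjustment is not independent evidence. The 3 largest rises in the cytokine list were those of *Cd14*, *Bcl3* and *Il1b*. *Cd14* (chromosome 18, 36725067 to 36726798) rose from 2.94 ± 1.35 CPM (SD, n = 4) to 80 ± 31.8 CPM (n = 5), a log2 fold change of 4.71 (SE 0.32). *Bcl3* (chromosome 7, 19808462 to 19822770), which overlaps *Gm16175* and *Gm16174* on the other strand, had a log2 fold change of 4.58 (SE 0.43). In the immune response list the largest fitted rises were those of *Crp*, *Bcl2a1d* and *Saa3*. The rank of *Crp* and *Bcl2a1d* rests on fits to counts near 0, and their bounds lie below the rise of *Saa3*. *Crp* and *Bcl2a1d* were at the floor in sham-vehicle mice and at least 14.5-fold and at least 8.33-fold higher after LPS. *Crp* shares its strand with the overlapping *Gm38051*, was led by a single LPS-vehicle mouse at 6.06 CPM against a group mean of 1.65, and was too low to be tested without LPS-vehicle mouse 1, 2, 3 or 4.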

The GO analysis of the upregulated genes using DAVID bioinformatics tools identified the top three enriched functional annotation clusters as inflammatory response, regulation of cytokine production, and immune response (Fig. 1c and Additional file 2: Table S2). 

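The inflammatory response list of Table S2 was used here as an incomplete copy of 84 genes, of which 82 were tested. All 82 rose after LPS, with a median log2 fold change of 2.16 (2.14 with 4 genes at the floor set to their bound), and 80 passed the threshold. Grouped by their symbols, 11 tested genes belong to Toll-like receptor signalling or the inflammasome: *Cd14*, *Il1b*, *Myd88*, *Nlrp3*, *Nod2*, *Pycard*, *Tlr1*, *Tlr13*, *Tlr2*, *Tlr6* and *Tlr7*. All 11 passed the threshold, with log2 fold changes from 1.43 for *Tlr7* up to that of *Cd14*, and all 11 also rose with DESeq2's size factors. *Tlr2* had a log2 fold change of 3.51 (SE 0.28) and *Myd88* one of 1.75 (SE 0.18). Of the inflammasome genes, *Nlrp3* rose by 1.62 (SE 0.33) and *Pycard* by 1.95 (SE 0.27) on the log2 scale. *Il1b* (chromosome 2, 129364570 to 129371139), which overlaps *Il1bos* on the other strand, rose from 0.511 ± 0.248 CPM (SD, n = 4) to 11.3 ± 8.24 CPM (n = 5), a log2 fold change of 4.46 (SE 0.63, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).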

The inflammatory response cluster contained genes pertaining to TLR (Toll-like receptor) signaling and inflammasome activation as expected in an LPS challenge model. The cytokine regulation and immune response clusters contained a number of genes coding for cytokines, chemokines, and complement system proteins. 

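Of the genes in both lists, 9 encode complement proteins, all from the immune response list, and 9 encode cytokines, cytokine receptors or a cytokine binding protein. The complement genes rose after LPS with log2 fold changes of 0.98 (*C2*) to 3.52 (*C3*), and 8 of the 9 passed the threshold. *C3* had an SE of 0.40 and *C4b*, at a log2 fold change of 2.78, an SE of 0.20. *Csf1*, *Il18bp*, *Il18rap*, *Il1b*, *Il1r1*, *Il20rb*, *Il23a*, *Tnf* and *Tnfrsf1a* all passed, from 1.09 for *Il18bp* upward. For *Tnf* (chromosome 17, 35199381 to 35202007) the level rose from 0.581 ± 0.453 CPM (SD, n = 4) to 7.14 ± 3.59 CPM (n = 5), a log2 fold change of 3.51 (SE 0.50). Neither list holds a symbol beginning with Ccl or Cxcl (0 genes in each). The copy of the inflammatory response list holds 6, namely *Ccl12*, *Ccl7*, *Cxcl1*, *Cxcl13*, *Cxcl5* and *Cxcl9*, and all 6 passed the threshold. The largest rise among them was that of *Ccl7*, with a log2 fold change of 5.56 (SE 0.71), and the smallest that of *Cxcl5*, at 2.03 (SE 0.42). *Cxcl9* was at the floor in sham-vehicle mice and at least 8.39-fold higher after LPS. No family changed direction with DESeq2's size factors.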

Of the LPS downregulated genes, there were no statistically significant clusters identified (Additional file 2: Table S2), and therefore in this study, we only focus on the upregulated genes.

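For the 172 genes lower after LPS, the median log2 fold change was -1.43. Table S2's top annotation cluster for lower genes holds 18 genes, all of which fell here, with a median of -1.40, and 14 of which passed the threshold. Adjusted over the list alone, all 18 had an adjusted p of at most 0.05, against 14 over all genes (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), but the list was drawn from genes that the study called lower in these same mice and is not independent of them. The rule that named genes by the largest rise picks the smallest falls in a list of lower genes, which were those of *Slco2b1*, *Slc26a7* and *Nipal4*. *Nipal4* (chromosome 11, 46148155 to 46166508) fell from 6.73 ± 0.781 CPM (SD, n = 4) to 3.18 ± 1.37 CPM (n = 5), and its log2 fold change was -1.06 (SE 0.27), or -0.91 and -0.98, under 2-fold, without LPS-vehicle mouse 1 or 3. *Slco2b1*, which overlaps *Gm15635* and *Gm34280* on the other strand, did not pass at a log2 fold change of -1.01 (SE 0.35, adjusted p = 0.051 from the edgeR test), but passed without LPS-vehicle mouse 5 or LPS-CPD-4645 mouse 2, at -1.49 and -1.01, and with limma-voom, at -1.08, among other settings. *Slc26a7* did not pass either at -1.01 (SE 0.39, adjusted p = 0.077 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and passed without LPS-vehicle mouse 4, at -1.35, with limma-voom, at -1.11, and with voomWithQualityWeights, at -1.05.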

### Inhibition of 2-AG hydrolysis rescues altered transcriptional profile of the neurovascular unit after LPS challenge

Previous studies have highlighted the anti-inflammatory effects of MAGL inhibition in acute and chronic brain insults and transgenic mouse models [10, 11, 23, 24]. Additionally, the protective role of 2-AG in preserving BBB integrity after acute brain injury has been described [13]. Therefore, we sought to determine whether inhibition of MAGL activity in vivo can reverse BBB pathogenesis and rescue neurovascular integrity and function after insults.

CPD-4645 (Fig. 2a) is a hexafluoroisopropyl carbamate covalent MAGL inhibitor [25]. CPD-4645 is brain penetrant (Fig. 2b), and administration of subcutaneous CPD-4645 at 10 mg/kg to CD1 mice resulted in ~ 3-fold increase in brain 2-AG (Fig. 2c) which persisted for 8 h. Levels of brain AA were reduced by 50% over the same time period (Fig. 2d). CPD-4645 inhibited MAGL (~ 99% max), alpha-beta-hydrolase domain containing 6 (ABHD6) (~ 70% max), and fatty acid amide hydrolase (FAAH) (~ 50% max) in the brain as determined by activity-based protein profiling (Additional file 3: Figure S1). No inhibition of additional serine hydrolases was detected (data not shown). ABHD6 and FAAH are serine hydrolases responsible for the degradation of 2-AG and anandamide (AEA), respectively. ABHD6 is closely related to MAGL and is responsible for ~ 15% of the hydrolysis of 2-AG while MAGL is responsible for the remaining ~ 85% [26]. Although the majority of the pharmacodynamic effects seen with CPD-4645 may be attributed to inhibition of MAGL, the partial inhibition of ABHD6 may also be contributing to the 2-AG elevation and AA lowering seen in the brain. It has previously been shown that > 85% inhibition of FAAH is required to maintain significant elevations in brain AEA levels [27], as such the 50% inhibition of FAAH seen in these experiments is below the threshold level needed to elicit a pharmacodynamic effect.

**Fig. 2:**
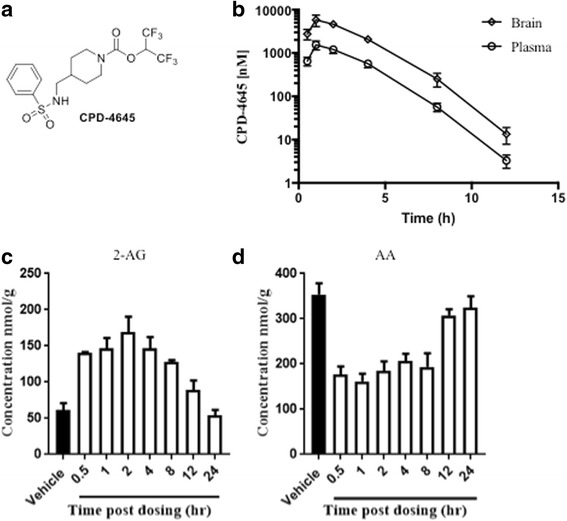
Pharmacokinetic and pharmacodynamic profiling of CPD-4645 in naïve mouse brain. **a** Structure of the 2-AG hydrolysis inhibitor CPD-4645. Total CPD-4645 concentrations in brain and plasma (**b**) and bulk levels of brain 2-AG (**c**) and AA (**d**) at given time points following single 10 mg/kg subcutaneous dose of CPD-4645 in CD1 mice. Data are means ± SEM, *n* = 3/5 mice per group

Mice were subjected to the LPS challenge as described above, in the presence and absence of CPD-4645 which was administered 45 min post each dose of LPS. Assessment of brain 2-AG levels 3.5 h post last dose of CPD-4645 revealed no effect of LPS while CPD-4645 treatment significantly elevated levels of the endocannabinoid (Fig. 3a). There was a modest but significant elevation in brain AA levels due to LPS challenge, which was significantly attenuated by CPD-4645 treatment (Fig. 3b). Given the potent anti-inflammatory effects of MAGL inhibition, we next measured levels of the proinflammatory cytokines IL1β and IL6 in the brains of mice challenged with LPS. The LPS challenge significantly elevated levels of both cytokines above baseline levels while treatment with CPD-4645 significantly reduced the inflammatory mediators (Fig. 3c, d). We next profiled the effects of LPS and CPD-4645 on the transcriptional profile of the neurovasculature. 

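Principal components were computed from log2 CPM of the 17285 tested genes with a prior count of 2, centred and not scaled. The first component (PC1) held 32.7% of the variance and the second (PC2) 18.9%. Mean PC1 scores were -61.22 in sham-vehicle, 14.49 in LPS-vehicle and 43.11 in LPS-CPD-4645 mice. LPS-vehicle mice lay 75.70 above sham-vehicle mice (exact permutation test, two-sided p = 0.0079, the smallest that 4 against 5 mice allow). LPS-CPD-4645 mice lay a further 28.62 away from sham-vehicle mice on PC1 (exact permutation test, p = 0.0159). On PC2 the LPS-vehicle mice ran from 25.81 to 60.92, the sham-vehicle mice from -18.43 to -7.59 and the LPS-CPD-4645 mice from -49.21 to -25.92. With genes scaled to unit variance, the PC1 differences were 52.59 between LPS-vehicle and sham-vehicle and 116.70 between LPS-CPD-4645 and LPS-vehicle mice. Over the 500 most variable genes the second difference changed sign, at -1.68 (exact permutation test, p = 0.6984), while the first was 59.97. Scores in these settings are on other scales and axes, with 29.9% and 54.2% of the variance on PC1. Only the sign and the test of a difference therefore compare between settings, and not its size.

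**Figure D1:**
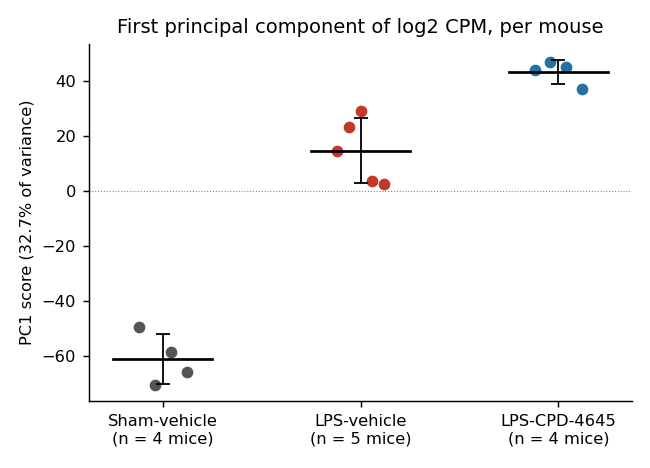
PC1 score (32.7% of variance) of each mouse by group, with the group mean as a line and the SD as error bars. The means are -61.22, 14.49 and 43.11, and no sham-vehicle mouse overlaps either LPS group.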

As expected, transcriptional signatures showed a clear distinction between the sham and LPS group (separated by the first principal component as shown in Additional file 4: Figure S2). However, the CPD-4645 treatment exhibited a striking reversal of the transcriptional induction observed in the LPS group (Fig. 4a). 

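Comparing LPS-CPD-4645 with LPS-vehicle mice, 1019 genes passed the threshold, 294 higher and 725 lower. Of these, 830 are in Table S1 with the same direction, and 961 of the 1103 genes that limma-voom gave here are. Requiring the 2-fold change itself to be significant (glmTreat) moved the counts most, to 30 higher and 35 lower. Leaving out each mouse gave 242 to 336 higher and 612 to 792 lower genes. The groups did not overlap for 157 of the higher and 469 of the lower genes. Over all genes tested, 23.0% did not overlap, where chance gives 1.59%. Of the 809 genes raised by LPS, 145 passed as lower under CPD-4645, 23 passed as higher and 641 passed in neither direction. A further 569 lower and 265 higher genes had not passed the threshold after LPS alone.
The 5 largest rises among separated genes with a mean of at least 1 CPM were those of *Spon2*, *Crtam*, *Cyp3a57*, *Hao1* and *Gm2564*. *Spon2* (chromosome 5, 33198184 to 33218455) rose from 0.135 ± 0.109 CPM (SD, n = 5) to 5.18 ± 1.1 CPM (n = 4), a log2 fold change of 4.95 (SE 0.47). *Hao1* (chromosome 2, 134497361 to 134554368) rose from 0.292 ± 0.107 to 4.88 ± 1.36 CPM, a log2 fold change of 3.98 (SE 0.40). For *Crtam*, *Cyp3a57* and *Gm2564* the log2 fold changes were 4.88, 4.76 and 3.67. The 5 largest falls were those of *Gm3693*, *Ltf*, *Mmp8*, *S100a9* and *Panct2*. *S100a9* (chromosome 3, 90692632 to 90695721) fell from 49.4 ± 36.3 to 5.85 ± 3.6 CPM, and its log2 fold change was -3.12 (SE 0.49). *Ltf* (chromosome 9, 111019271 to 111042767) fell from 4.99 ± 3.71 to 0.53 ± 0.326 CPM, with a log2 fold change of -3.35 (SE 0.61). *Gm3693* and *Panct2*, at -3.38 and -3.01, are annotated as antisense and overlap *Slc8a3* and *Slco4c1* on the other strand.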

Among the 745 statistically significantly upregulated genes in response to LPS challenge, the expression of 550 (74%) showed reduction in gene expression with CPD-4645 treatment (95% confidence interval 0.70–0.77, proportion test). 

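Of the 809 genes raised by LPS here, 584 had a log2 fold change below 0 under CPD-4645, 72.2% (95% Wilson interval 69.0% to 75.2%). That interval treats genes as independent and leaves out the spread between mice. With each mouse left out, the share ran from 68.1% to 76.0%. The median log2 fold change of the 809 genes under CPD-4645 was -0.42, with quartiles of -0.92 and 0.04. After LPS their median was 1.98 (1.97 with the 45 genes at the floor in sham-vehicle mice set to their bound). The median under CPD-4645 was the same with the 5 genes at the floor in LPS-CPD-4645 mice set to their bound. Taken mouse by mouse, the median ran from -0.208 to -0.577 in the 4 LPS-CPD-4645 mice. Both comparisons use the same LPS-vehicle libraries, which alone lifts the share above 50%. In 50 simulations with no change under CPD-4645, the share ran from 53.7% to 60.6% and the median from -0.08 to -0.027. The simulations drew genes independently, so shifts that many genes share in a mouse are missing from these ranges. They also gave 983 to 1057 genes raised by LPS, more than the 809 here. When separate LPS-vehicle mice called the genes and served for the comparison, which moved the share most, it averaged 67.1% with 3 mice to call and 68.7% with 2. Leaving out the 2 shallowest libraries, an alternative chosen after the data were seen, moved the median most, to -0.52. The other 99 splits of the 9 LPS mice into groups of 5 and 4 gave shares of 23.4% to 85.25%, and 23 of the 100 splits, the real one included, gave a share as large.

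**Figure D2:**
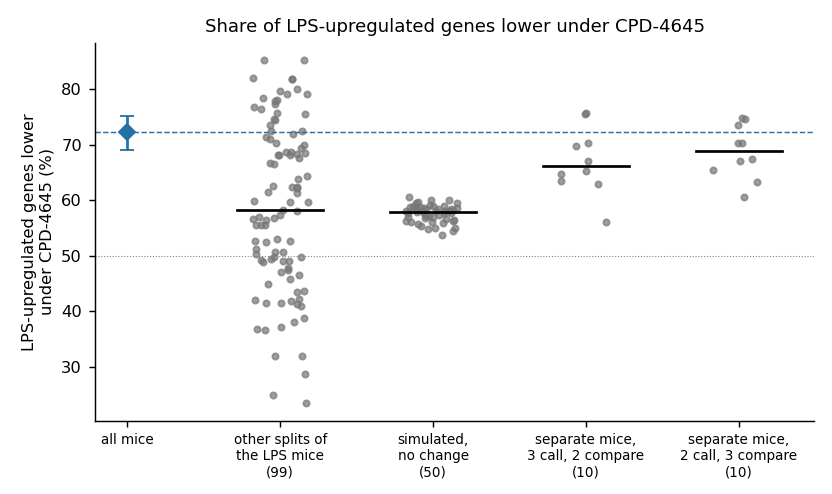
Share of LPS-upregulated genes lower under CPD-4645 (%) for all mice (diamond, with the 95% Wilson interval), other splits of the LPS mice, simulations without change and separate LPS-vehicle mice; points are single splits, simulations or divisions and bars their medians. The real share of 72.2% lies above every simulation but inside the range of the other splits, 23.4% to 85.25%. The simulations and the Wilson interval treat genes as independent and leave out shifts that many genes share in a mouse.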

The majority of the LPS upregulated genes in the annotation clusters related to inflammation, cytokine regulation, and immune response (Fig. 1c and Additional file 2: Table S2) were attenuated by CPD-4645 treatment (Fig. 4b). 

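Under CPD-4645, 62 of the 82 tested inflammatory response genes, 24 of the 36 cytokine regulation genes and 54 of the 76 immune response genes had a log2 fold change below 0. With DESeq2's size factors these counts were 61, 23 and 53. The immune response count moved most, to 45, with a mean count of at least 50, which leaves fewer genes to test. Over 100 splits of the LPS mice, the real one included, 40 gave a cytokine regulation count as large. For the immune response count it was 25 splits, so neither count separates the real groups from other divisions of these mice. The study chose the lists on the same LPS-vehicle mice, which alone favours values below 0. Past the threshold, 23 inflammatory response genes were lower and 4 higher, 12 immune response genes were lower and 3 higher, and 7 cytokine regulation genes were lower and 0 higher, with 4 higher at an unadjusted p under 0.05. At an adjusted p of at most 0.05 alone, 34 inflammatory response, 24 immune response and 14 cytokine regulation genes were lower over all genes tested, and 7, 7 and 1 higher, and adjusted over the list alone 37, 24 and 14 were lower and 7, 7 and 1 higher (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Median log2 fold changes were -0.64 in the inflammatory response, -0.58 in the cytokine regulation and -0.44 in the immune response list. Of the 11 Toll-like receptor and inflammasome genes, 7 were below 0 and 3 passed as lower, *Cd14*, *Il1b* and *Pycard*. *Cd14* had a log2 fold change of -1.15 (SE 0.26), or -0.96, under 2-fold, without LPS-vehicle mouse 2 and -0.99 with voomWithQualityWeights. Among the complement genes, 8 of 9 were below 0 and 3 passed, *C1qa*, *C1qc* and *C3*. Of the 9 cytokine and receptor genes, 5 were below 0 and 4 above, 2 passed as lower, and the median was -0.01. Of the 6 chemokine genes, 5 were below 0, or 4 with DESeq2's size factors, and *Ccl7*, *Cxcl13* and *Cxcl5* passed as lower. *Cxcl9* rose further, by 1.87 (SE 0.42) on the log2 scale, and passed as higher. For *Il1b* the log2 fold change was -1.41 (SE 0.51, adjusted p = 0.043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It no longer passed without LPS-vehicle mouse 2 or 3 or LPS-CPD-4645 mouse 2 or 3, at -1.18, -1.05, -1.16 and -1.23, nor with limma-voom, at -1.23, voomWithQualityWeights, at -1.12, DESeq2, at -1.41, or only the 2 groups compared, at -1.40.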

The top enriched GO clusters identified for the significantly downregulated genes (Additional file 1: Table S1) in the CPD-4645-treated animals included leukocyte migration, inflammatory response, and chemotaxis (Additional file 2: Table S2). These results suggest a role of MAGL inhibition in reducing mediators of leukocyte-endothelial cell interaction and inflammation.

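Table S2 gives 10 genes for leukocyte migration, 32 for inflammatory response and 24 for chemotaxis among the genes lower under CPD-4645. Every one of them fell here as well, and 9, 28 and 21 of them passed the threshold, with median log2 fold changes of -1.78, -1.34 and -1.53, the last unchanged with *Cxcr2* set to its bound. Adjusted over the list alone, all 10, 32 and 24 had an adjusted p of at most 0.05, against 10, 31 and 22 over all genes (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The study drew these lists from genes it had called lower in the same mice, so the fall of every gene and the adjustment over the list alone are not independent evidence. LPS had raised 7, 26 and 12 of these genes past the threshold. The genes of these lists with the largest rise after LPS were *Selp*, *S100a9* and *C5ar1*, then *Tnfsf8*, *Selp* and *Ngp*, and then *Selp*, *Cxcr2* and *S100a9*. *C5ar1* (chromosome 7, 16246743 to 16259540) fell from 18.9 ± 4.12 CPM (SD, n = 5) to 6.85 ± 1.61 CPM (n = 4), with a log2 fold change of -1.48 (SE 0.24). *Ngp* (chromosome 9, 110419747 to 110423012) fell from 29.3 ± 26.4 to 5.81 ± 3.61 CPM, with a log2 fold change of -2.34 (SE 0.54), and *Tnfsf8* fell by 1.69 (SE 0.43) on that scale, or by 1.63 and no longer significantly with DESeq2. *Cxcr2* fell from 1.03 ± 0.713 CPM to the floor of 3 counts per library. From the clusters of lowered genes, the paper proposes that MAGL inhibition has a role in reducing mediators of leukocyte-endothelial interaction and inflammation.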

**Fig. 3:**
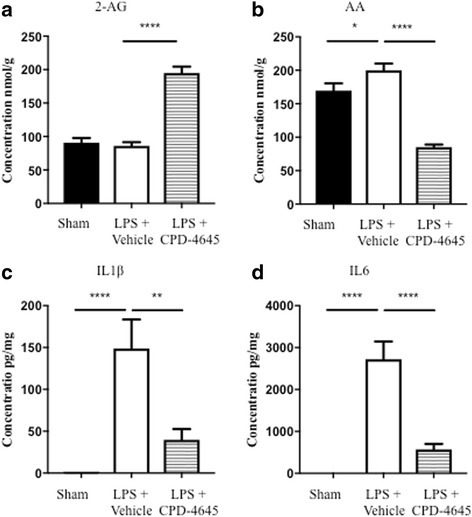
Pharmacodynamic and anti-inflammatory activity of CPD-4645 in LPS-challenged mouse brain. Inhibition of MAGL by CPD-4645 resulted in significant elevation of brain 2-AG (**a**) and concomitant reduction in brain AA (**b**). Levels of the proinflammatory cytokines, IL1β (**c**) and IL6 (**d**), were significantly modulated in brain tissue following LPS challenge and CPD-4645 treatment. Bar graphs were plotted with mean ± SEM and data analyzed using one-way analysis of variance (ANOVA) with Bonferroni post-hoc comparisons. *n* = 10 mice per group. Significance is shown as *p < 0.05; **p < 0.01; ****p < 0.0001

**Fig. 4:**
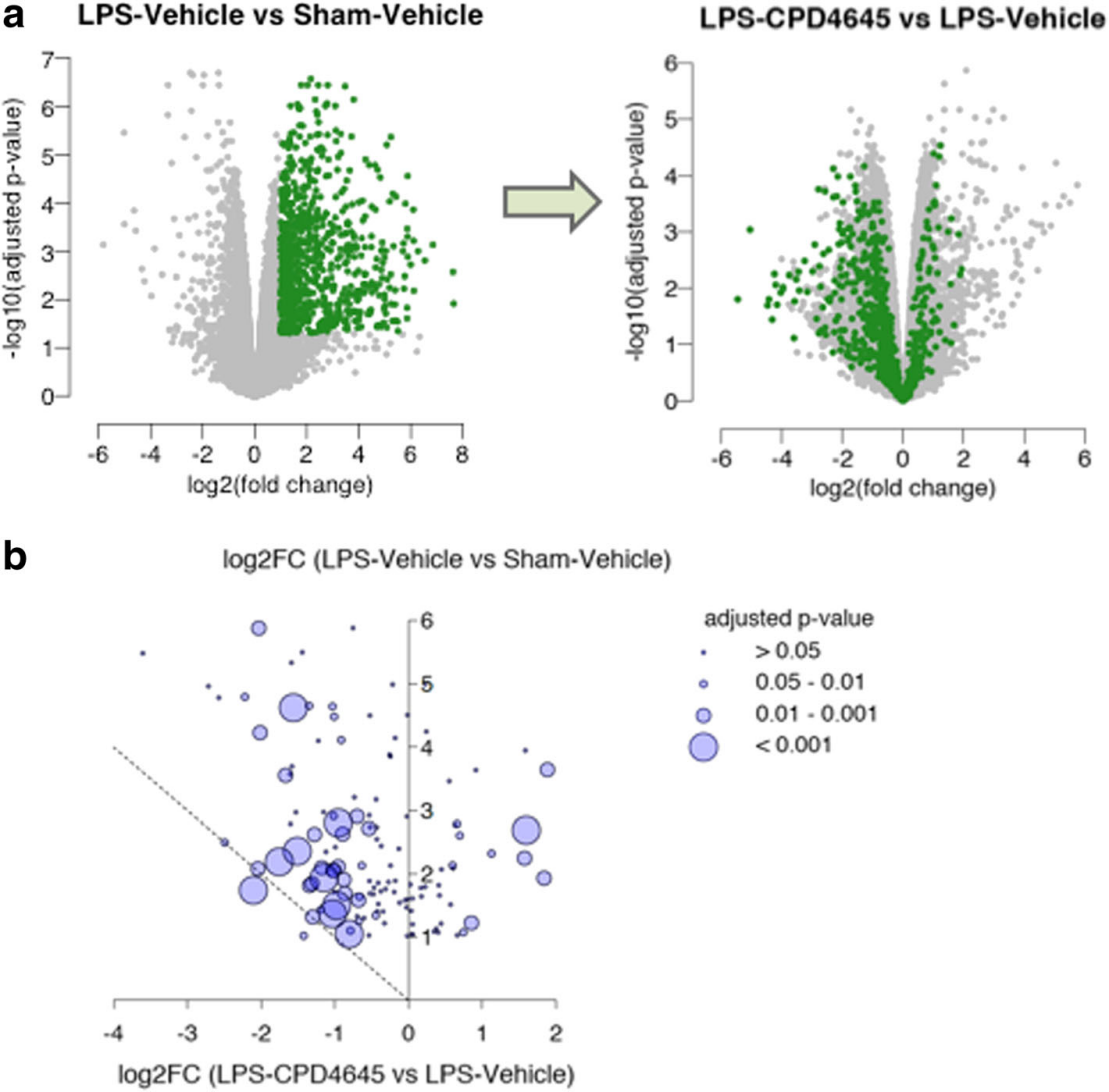
CPD-4645 alters LPS-induced gene expression profiles. **a** Volcano plots showing expression changes of the LPS upregulated genes (left, green points) after treatment with CPD-4645 (right). **b** Bubble plot showing changes in expression of genes that are induced by LPS and related to cytokines and inflammation. The *y*-axis represents the log2-fold change due to LPS challenge while the *x*-axis represents the log2-fold change due to CPD-4645 treatment. Dotted line represents a return to basal expression level. Size of the bubbles represents the multiple comparison adjusted *p* values for vehicle versus CPD-4645 treatment. Neurovasculature was isolated 4 h post last LPS dose. *n* = 4/5 mice per group

In addition to the notable changes in genes directly involved in immune and inflammatory responses, several genes associated with endothelial activation and loss of BBB integrity were significantly altered by LPS challenge and attenuated in animals treated with CPD-4656 (Fig. 5a). We found that in mice treated with CPD-4645, the transcript levels of *Vwf*, *Selp*, *Sele*, *Vcam1*, *Itga5*, and *Tgfb1*, markers of endothelial cell activation and inflammatory responses, were significantly reduced compared to vehicle-treated animals following the LPS challenge (Fig. 5b). In addition, transcript levels of the extracellular proteases *Adamts9*, *Adamts4*, and *Mmp8* were also upregulated by LPS challenge and significantly reduced following CPD-4645 treatment (Fig. 5c).

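*Selp* (chromosome 1, 164115264 to 164150026) fell from 16.6 ± 6.07 CPM (SD, n = 5) in LPS-vehicle mice to 4.75 ± 2.4 CPM (n = 4) in LPS-CPD-4645 mice. Its log2 fold change was -1.84 (SE 0.33, adjusted p = 0.00051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap. *Tgfb1* (chromosome 7, 25687002 to 25705077) fell from 14.7 ± 3.89 to 6.04 ± 0.45 CPM, without overlap, and its log2 fold change was -1.29 (SE 0.20, edgeR adjusted p = 0.00018). LPS had raised it by 1.29 on the log2 scale. *Vwf* (chromosome 6, 125546774 to 125686679) had 25.8 ± 11.4 and 12.5 ± 4 CPM and a log2 fold change of -1.07 (SE 0.31, edgeR adjusted p = 0.015). It was not significant without LPS-CPD-4645 mouse 3 or 4, at -0.91 and -0.98, and under 2-fold though significant without LPS-vehicle mouse 2, 4 or 5, at -0.99, -0.95 and -0.97. For *Sele* (chromosome 1, 164048234 to 164057677) the levels were 9.88 ± 6.31 and 3.05 ± 2.88 CPM, and the log2 fold change was -1.78 (SE 0.59, edgeR adjusted p = 0.028). *Sele* did not pass without LPS-vehicle mouse 2, at -1.28, without LPS-CPD-4645 mouse 2, 3 or 4, at -1.71, -1.49 and -1.51, nor with DESeq2, at -1.69. *Vcam1* and *Itga5* fell by less than 2-fold. *Vcam1* (chromosome 3, 116109949 to 116129688) fell from 66.8 ± 10.1 to 43.9 ± 15.6 CPM, a log2 fold change of -0.61 (SE 0.18, edgeR adjusted p = 0.015) after a rise of 1.75. Without LPS-CPD-4645 mouse 3 or 4 it was -0.43 and -0.49 and no longer significant. *Itga5* (chromosome 15, 103344286 to 103366763) fell from 19.2 ± 3.98 to 11.4 ± 2.41 CPM, a log2 fold change of -0.75 (SE 0.18, edgeR adjusted p = 0.004) after a rise of 1.97. *Sele* moved most without LPS-CPD-4645 mouse 1, to -2.58. *Selp* and *Vcam1* overlap noncoding genes on the other strand, and *Itga5* overlaps *Mir6963* on its own strand.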

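*Adamts9* (chromosome 6, 92772699 to 92943492) fell from 54.9 ± 11 CPM (SD, n = 5) in LPS-vehicle mice to 23.7 ± 3.55 CPM (n = 4) under CPD-4645. Its log2 fold change was -1.23 (SE 0.16, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *A730049H05Rik*, *Gm15737* and *9530026P05Rik* overlap it on the other strand. *Adamts4* (chromosome 1, 171250421 to 171260637) fell from 38 ± 16.8 to 13 ± 4.01 CPM. The log2 fold change was -1.56 (SE 0.27, adjusted p = 0.00044 from the same edgeR test). *Mmp8* (chromosome 9, 7558456 to 7568485) fell from 4.54 ± 2.53 to 0.553 ± 0.491 CPM, a log2 fold change of -3.18 (SE 0.73, adjusted p = 0.0032 from the same edgeR test). For all 3 genes, every LPS-CPD-4645 mouse lay below every LPS-vehicle mouse. The value for *Mmp8* moved most with limma-voom, to -4.23.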

**Fig. 5:**
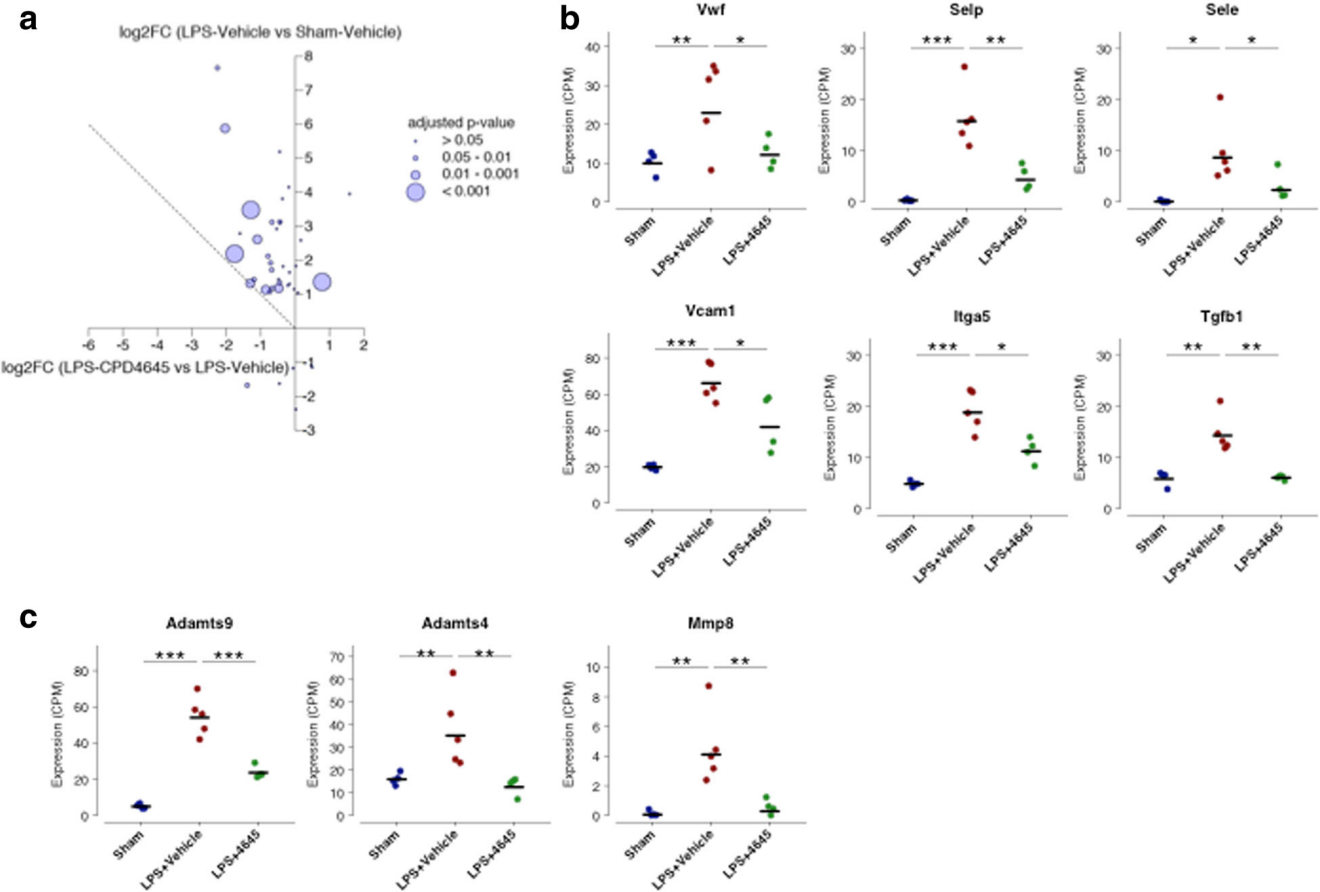
Genes related to BBB (dys) function and proteases are differentially expressed after LPS challenge and treatment with CPD-4645. **a** Changes in the expression of 40 genes related to BBB function and dysfunction. The *y*-axis represents the log2-fold change due to LPS challenge while the *x*-axis represents the log2-fold change due to CPD-4645 treatment. Dotted line represents a return to basal expression level. Size of the bubbles represents the multiple comparison adjusted *p* values for vehicle vs. CPD-4645 treatment. **b** Expression levels of selected BBB genes. **c** Expression levels of selected extracellular proteases. *n* = 4–5 mice/group. Significance is shown as adjusted *p* values *p ≤ 0.05, **p < 0.01, *** *p* < 0.001. Differential gene expression was analyzed using the limma package in R/Bioconductor (see Methods)

### Inhibition of 2-AG hydrolysis reduces BBB permeability after LPS challenge

In order to assess the physiological consequences of reversing the inflammatory signature of brain endothelial activation and dysfunction, we evaluated BBB integrity by measuring extravasation of an abundant plasma protein, fibrinogen, into the brain via ELISA analysis and immunofluorescent staining in LPS-challenged animals treated with either vehicle or CPD-4546. We measured the ratio of the brain to plasma fibrinogen using ELISA. As fibrinogen is an acute phase protein upregulated under inflammatory conditions, to account for potential differences in plasma fibrinogen, we normalized the brain fibrinogen to the amount of fibrinogen present in the plasma. We showed that the ratio of the brain to plasma fibrinogen was significantly decreased in animals treated with CPD-4645 following LPS challenge (Fig. 6a). Of note, LPS challenge resulted in elevated levels of circulating fibrinogen in both vehicle- and MAGL inhibitor-treated mice to the same degree, suggesting that reduction of brain fibrinogen in the LPS/CPD-4645 group relative to LPS/veh is not due to reduction in systemic fibrinogen (Fig. 6b). In addition, we stained for CD31+ endothelial cells and fibrinogen in the striatum. Images were merged to determine the degree of extravascular fibrinogen staining as previously reported [28]. Vehicle-treated mice show significant leakage of fibrinogen into the brain parenchyma (Fig. 6c, d, and g) a phenotype that was significantly reversed when LPS-challenged animals were treated with CPD-4546 (Fig. 6e–g).

**Fig. 6:**
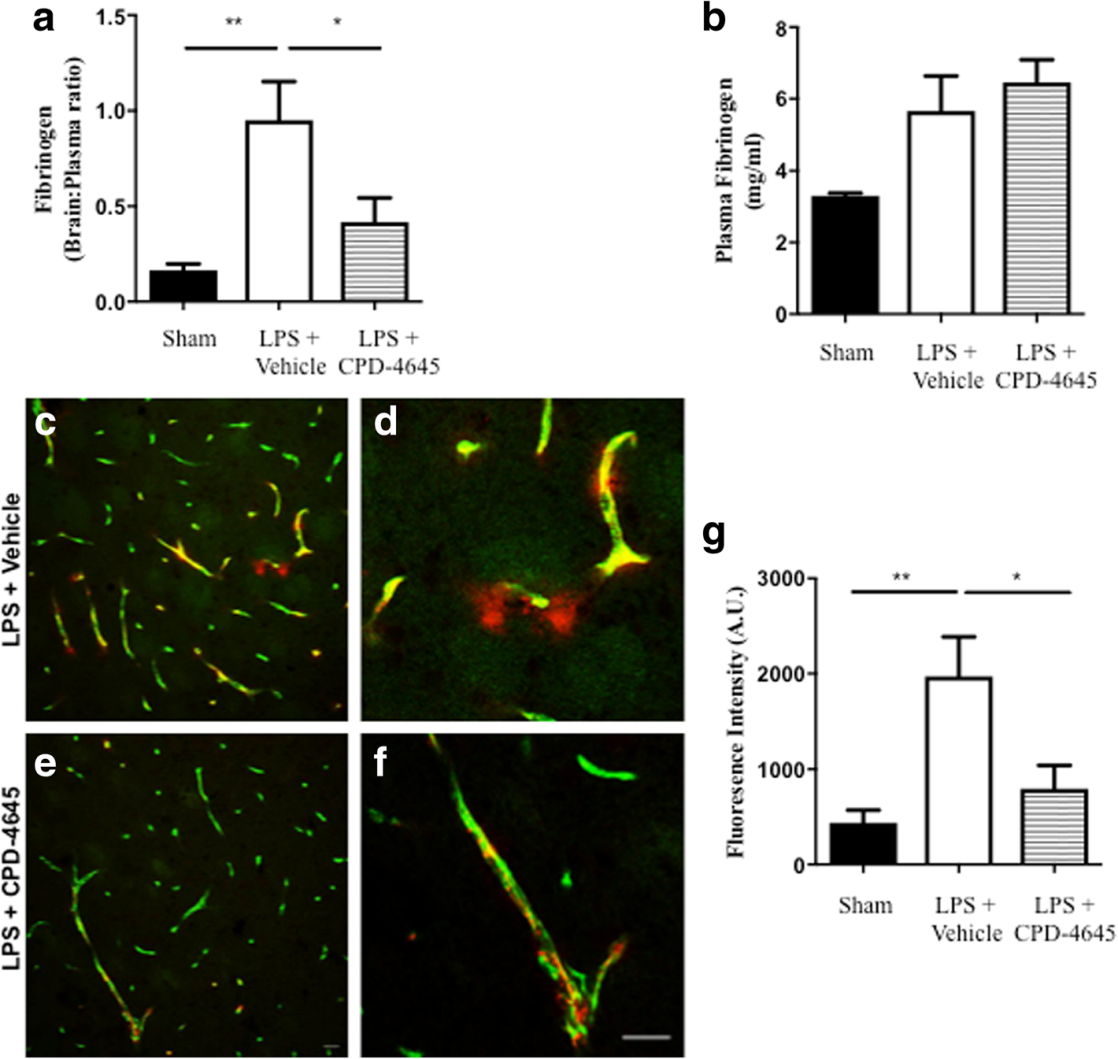
Inhibition of 2-AG hydrolysis reduces LPS-induced BBB permeability. **a**, **b** Fibrinogen levels in **b** plasma and the **a** ratio of brain to plasma fibrinogen were assessed by ELISA. *n* = 5/7 mice per group. **c**, **d** Fluorescent immunostaining in the striatum for fibrinogen (red) and vascular marker (CD31; green) demonstrated leakage of fibrinogen into the brain with vehicle treatment, whereas vascular integrity was preserved when (**e**, **f**) MAGL was inhibited. **g** Extravascular fibrinogen was semi-quantitated in fluorescently labeled sections of the striatum. Bar graphs were plotted with mean ± SEM and data analyzed using one-way analysis of variance (ANOVA) with Tukey post-hoc comparisons. *n* = 5/7 mice per group. Significance is shown as *p < 0.05, **p < 0.01. Scale bar = 20 μm

### Inhibition of 2-AG hydrolysis reduces blood-brain barrier permeability following photothrombosis

Ischemic injury results in a brain inflammatory cascade that also alters BBB properties and permeability. To assess efficacy of MAGL inhibition at reducing BBB permeability following ischemic inflammatory injury, the photosensitizing dye, rose bengal, was combined with exposure to green laser light to induce focal ischemic injury in the somatosensory cortex which results in BBB breakdown [29, 30]. The extravasation of high molecular weight fluorescent tracers, which are typically excluded from the brain parenchyma, was utilized as a surrogate marker of altered BBB permeability. Treatment with CPD-4645 30 min after inducing the lesion resulted in significant attenuation of BBB damage (Fig. 7a, b). To further test the clinical utility of a MAGL inhibitor, animals were treated 6 h after the onset of the ischemic lesion. Interestingly, leakage of the fluorescent tracer was significantly attenuated in CPD-4645-treated animals compared to vehicle (Fig. 7c, d). These results indicate that inhibition of MAGL, even when withheld for 6 h, could significantly improve BBB function after ischemic injury.

**Fig. 7:**
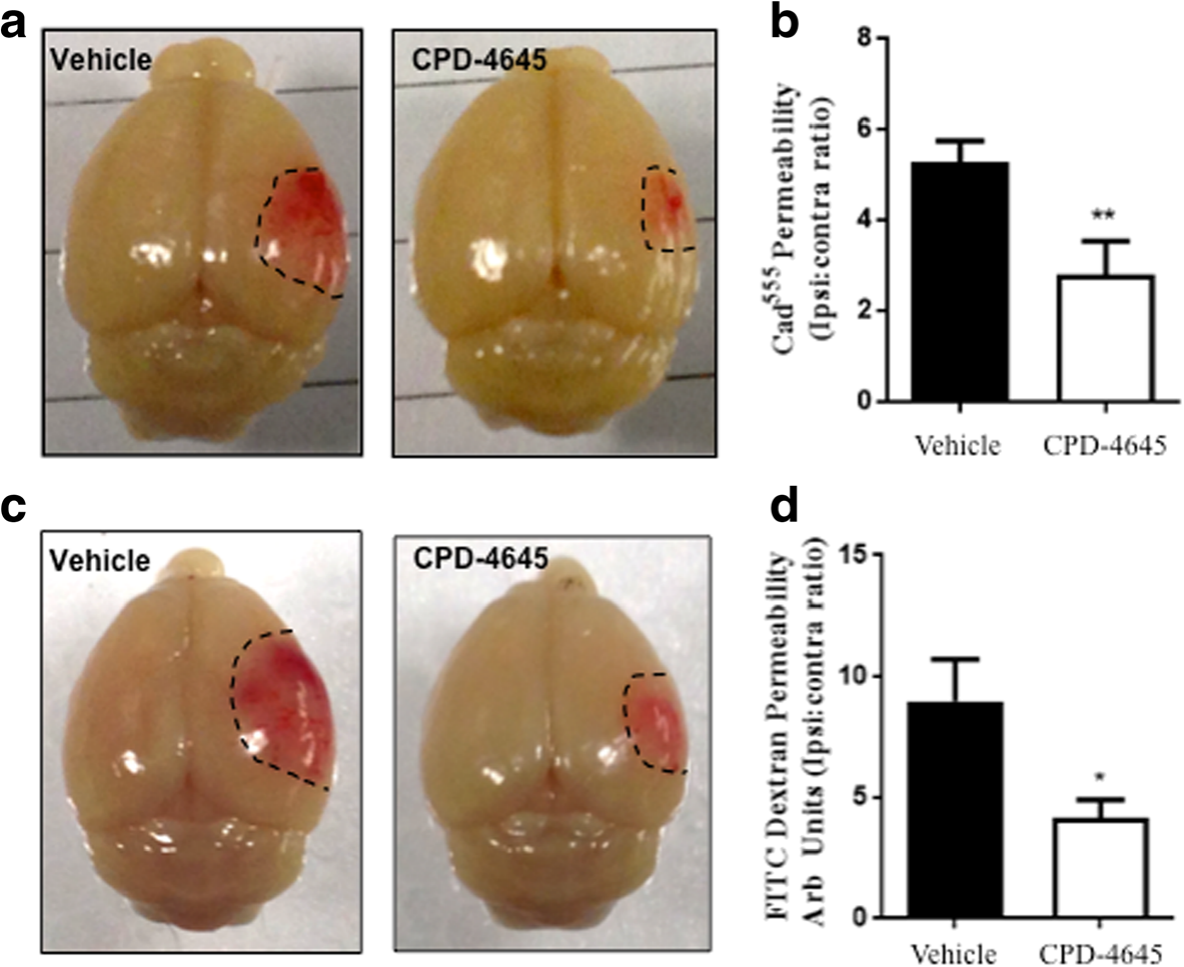
CPD-4645 rescues BBB integrity after ischemic challenge. The rose bengal photothrombosis model induces a focal ischemic injury that leads to BBB dysfunction. CPD-4645 administered 30 min post lesion (**a**, **b**) reduced the penumbra size (**a**) and BBB permeability (**b**) as assessed by extravasation of Cadavarin^555^ into the brain parenchyma. CPD-4645 administered 6 h post ischemic lesion (**c**, **d**) reduces penumbra size (**c**) and BBB permeability (**d**) as assessed by extravasation of 70 kDa FITC conjugated dextran in the brain parenchyma. Data were plotted with means ± SEM and data analyzed using unpaired *t* test (*n* = 5 mice/group). Significance is shown as *p ≤ 0.05 and **p < 0.01 compared to vehicle group

### Differential mechanisms of action of 2-AG hydrolysis inhibition in models of BBB damage

To assess the contribution of cannabinoid signaling to the mechanism of action of MAGL inhibition in preservation of blood-brain barrier integrity, we tested if the efficacy of MAGL (and possibly ABHD6) inhibition was reversed by blockade of cannabinoid type 1 and 2 receptor signaling. A combination of CB1 and CB2 receptor antagonists, Rimonabant and AM630 (3 mg/kg s.c.), were used in the LPS- and focal ischemia-induced BBB disruption models. Co-treatment of LPS-challenged mice with CB1 and CB2 antagonists did not significantly reverse the effect of MAGL inhibition on BBB breakdown (Fig. 8a). In contrast, co-treatment of photothrombotic mice with MAGL inhibitor and CB1 and CB2 antagonists partially reversed the protective effect of MAGL inhibition on BBB dysfunction (Fig. 8b). These results suggest that 2-AG hydrolysis differentially regulates BBB permeability after systemic or ischemic inflammatory injury, and that enhanced cannabinoid signaling, through CB1 and/or CB2, contributes to the rescue of BBB permeability following ischemic injury. The contribution of cannabinoid signaling to BBB rescue in the LPS model still cannot be ruled out based on these results alone and will require additional molecular and pharmacological characterizations.

**Fig. 8:**
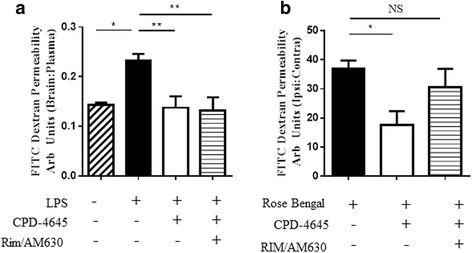
CPD-4645 rescues BBB integrity via endocannabinoid dependent and independent mechanisms. Blockade of endocannabinoid signaling with rimonabant and AM630 (3 mg/kg) does not reverse the BBB protective effects of MAGL inhibition in the inflammation-driven LPS model (**a**), whereas blockade of endocannabinoid signaling partially reverses the protective effects of MAGL inhibition (administered 30 min post lesion) in the photothrombotic ischemia-driven model (**b**) as measured by extravasation of 70 kDa FITC-dextran into the brain parenchyma. Data were plotted with means ± SEM (*n* = 6–9 mice/group) and analyzed with one-way ANOVA with Bonferroni’s post-hoc test. Significance is shown as *p ≤ 0.05, **p ≤ 0.01

## Discussion

The integrity of the BBB is often compromised following acute insults or in cases of chronic neuroinflammation leading to infiltration of circulating immune cells and extravasation of blood components into the brain parenchyma. The entrance of these restricted components into the CNS can lead to a multitude of pathophysiological responses and further exacerbate the initial trauma or disease. In this study, we demonstrate that inhibition of 2-AG hydrolysis (inhibition of MAGL and partial inhibition of ABHD6) by CPD-4645 is sufficient to reduce BBB damage in both inflammatory- and ischemic-driven models of BBB dysfunction.

We show that CPD-4645 is a potent and brain penetrant covalent MAGL inhibitor. Treatment with CPD-4645 was sufficient to elevate brain levels of the major endocannabinoid, 2-AG, while reducing levels of brain AA in naïve and LPS-challenged mice. In addition to modulating AA levels, inhibition of 2-AG hydroylsis resulted in significant attenuation of the proinflammatory cytokines IL1β and IL6 in the brains of LPS-challenged mice. These results highlight the potent anti-inflammatory mechanism of MAGL inhibition.

RNA-seq analysis of isolated brain vasculature after LPS challenge showed a significant elevation of genes related to the immune and inflammatory responses as well as endothelial cell activation. Treatment with CPD-4645 was able to restore these gene clusters closer to sham-treated levels. 

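Of the 809 genes raised by LPS, the 584 that were lower under CPD-4645 were closer to sham-vehicle levels than in LPS-vehicle mice. Against sham-vehicle mice, 561 of the 809 still passed the threshold as higher in LPS-CPD-4645 mice. The corresponding number was 474 with limma-voom and 252 with glmTreat, the alternative that moved it most. Each is out of the fewer genes that the alternative itself called higher after LPS, and not out of the 809. At an adjusted p of at most 0.05 alone, 638 were higher than in sham-vehicle mice, 169 did not differ and 2 were lower, by less than 2-fold (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change of the 809 genes against sham-vehicle mice was 1.67, or 1.59 with genes at the floor set to their bound or left out where both groups were at it. For the 145 genes that passed as lower under CPD-4645 these medians were 0.98 and 0.80, and 57 of them were still past the threshold. In the annotation clusters of Table S2, 56 of 82 inflammatory response, 29 of 36 cytokine regulation and 61 of 76 immune response genes still passed as higher than in sham-vehicle mice. Their median log2 fold changes against sham-vehicle mice were 1.81, 1.60 and 1.87, of which the first and the last became 1.76 with genes at the floor set to their bound. Among genes related to endothelial activation, *Vwf*, at 0.27 (SE 0.33), and *Tgfb1*, at 0.01 (SE 0.21), did not differ significantly from sham-vehicle mice. *Selp* remained higher by 3.96 (SE 0.45), *Sele* by 4.37 (SE 0.85), *Vcam1* by 1.14 (SE 0.19) and *Itga5* by 1.22 (SE 0.19) on the log2 scale. With each mouse left out, *Sele* ran from 3.58 to 9.29. The latter was without sham-vehicle mouse 1, which held all the *Sele* counts of its group. Judged by adjusted p alone, these calls against sham-vehicle mice held for all 6 genes with each mouse left out, but *Vcam1* was then under 2-fold once, at 0.97 without LPS-CPD-4645 mouse 2, and 506 to 566 of the LPS-upregulated genes were then still higher.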

The results of this particular experiment are confounded by the fact that peripheral immune cells like macrophage and neutrophils may be attaching to the cerebral endothelium and/or entering the brain after LPS challenge. The transcriptomic signature shown in this study is a combination of all cells present in the isolated neurovascular unit preparation including those peripheral cells. The changes in gene expression are therefore a snapshot of the overall state of health of the BBB and do not necessarily imply that MAGL inhibition is directly responsible for altering transcription.

Further analysis into the gene expression dataset revealed a number of interesting findings related to endothelial activation, leukocyte-endothelial interaction, and BBB integrity-related genes. 

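In sham-vehicle mice, *Vwf* was at 10.3 ± 2.83 CPM (SD, n = 4), *Selp* at 0.294 ± 0.184 CPM and *Sele* at 0.107 ± 0.214 CPM. *Vwf* rose after LPS with a log2 fold change of 1.35 (SE 0.32, adjusted p = 0.0054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although the ranges of both groups overlapped. *Selp* rose by 5.80 (SE 0.44, adjusted p = 5.5e-08 from the same edgeR test), and *Gm16587* and *Gm16548* overlap it on the other strand. *Sele* rose by 6.16 (SE 0.82, adjusted p = 2.8e-05 from the same edgeR test). Sham-vehicle mouse 1 held all the *Sele* counts of its group, at 0.428 CPM, and without it the fitted log2 fold change was 11.08, which is no bound because the other 3 mice had 0 counts. With limma-voom the rise of *Sele* was 7.64. All 3 genes passed the threshold with each mouse left out.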

Although assumed based on previous reports, our RNA-seq results confirmed that endothelial activation occurs in this LPS model as is evidenced by the upregulation of von Willebrand factor (*Vwf*), P-Selectin (*Selp*), and E-Selectin (*Sele*). *Vwf* and *Selp* are two key components of Weibel-Palade bodies which are released from endothelial cells in response to cytokines, playing dual roles in regulating hemostasis and additional inflammatory processes [31]. Interestingly, *Selp* knockout mice show reduced BBB breakdown following transient ischemic stroke, likely due to preventing leukocyte-endothelial cell interaction and downstream inflammatory process damaging the endothelial cell integrity [32]. In addition, mice genetically engineered to produce high levels of soluble *Selp* in circulation showed an increase in BBB permeability [33]. We also demonstrated CPD4-656 treatment reduced the upregulation of vascular cell adhesion molecule 1 (*Vcam1*), which is known to occur in response to cytokine release and plays an additional roll in leukocyte-endothelial interactions. Similar to P-selectin, soluble Vcam1 in CSF and plasma correlates with BBB lesion severity, in multiple sclerosis (MS) for example [34]. Moreover, the mechanism of action of the approved MS therapy Natalizumab involves prevention of the α4β1-integrin receptor molecules on immune cells from interacting with Vcam1 on endothelial cells to reduce disease-related lesions and leukocyte trafficking into the brain.

The interaction of endothelial cells with the extracellular matrix protein fibrinonectin is mediated through integrin alpha-5 (*Itga5*). It was recently found that endothelial Itga5 protein levels are increased in the inflammatory EAE model of multiple sclerosis and coincide with fibrinogen leakage into the spinal cord [35]; thus, our findings that *Itga5* mRNA is upregulated with LPS treatment is not surprising. Moreover, deletion of *Itga5* specifically in endothelial cells strengthens BBB integrity and increases tight junction protein expression following acute brain injury [36]. Interestingly, MAGL inhibition following LPS challenge also reduced the levels of *Tgfb1*, a known upstream regulator of *Itga5* and other integrins [37]. The action of *Tgfb1* on the vasculature is complex and highly dependent on the cellular and environmental context [38]. Whether the effects of CPD-4645 on *Itga5* expression are dependent or independent on *Tgfb1* signaling remains elusive and should be addressed in future experiments.

Although interesting, it is currently unknown whether the attenuation of upregulation of these genes in LPS-challenged animals with CPD-4645 treatment is a direct result of inhibiting the MAGL pathway in endothelial cells or is due to an indirect effect of reducing neuroinflammation. Regardless, maintenance of these genes at a baseline level after exposure to LPS most likely plays a role in preservation of BBB as these proteins have been implicated in modulation of BBB integrity [5, 39].

Gene expression analysis also revealed changes in the matrix metalloproteinases (MMPs) and the disintegrin and metalloproteinases with thrombospondin motifs (ADAMTSs). MMPs and ADAMTs are classes of extracellular proteases which cleave a wide variety of extracellular matrix, tight junction, and basement membrane proteins leading to the hypothesis that their activities contribute to the dysfunction of the BBB in inflammatory and ischemic injuries [40–43]. In this study, we found LPS challenge to induce the expression of several MMPs including *Mmp-3*, *8*, *9*, and *19*. Of these, *Mmp8* was significantly reduced by treatment with CPD-4645. 

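After LPS, *Mmp3* (chromosome 9 of GRCm38, 7445822 to 7455975) rose from 0.287 ± 0.368 CPM (SD, n = 4) to 12 ± 8.81 CPM (n = 5), a log2 fold change of 5.11 (SE 0.77, adjusted p = 9.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With limma-voom, the log2 fold change of *Mmp3* was 5.38 and the adjusted p 0.052, and over the other planned tools it was at most 0.033. *Mmp8*, at 0.11 ± 0.194 CPM in sham-vehicle mice, rose by 5.07 (SE 0.83, adjusted p = 0.00024 from the edgeR test). Sham-vehicle mouse 1, at 0.399 CPM, set most of that baseline, and without it the log2 fold change of *Mmp8* was 7.93. *Mmp9* (chromosome 2, 164940780 to 164955850) rose from 1.84 ± 0.353 to 6.75 ± 3.1 CPM, a log2 fold change of 1.89 (SE 0.28). *Mmp19* (chromosome 10, 128790910 to 128800824), which overlaps *Tmem198b* on the other strand, rose from 1.23 ± 0.496 to 3.19 ± 0.624 CPM, a log2 fold change of 1.37 (SE 0.33). For all 4 genes, every LPS-vehicle mouse lay above every sham-vehicle mouse.

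**Figure D3:**
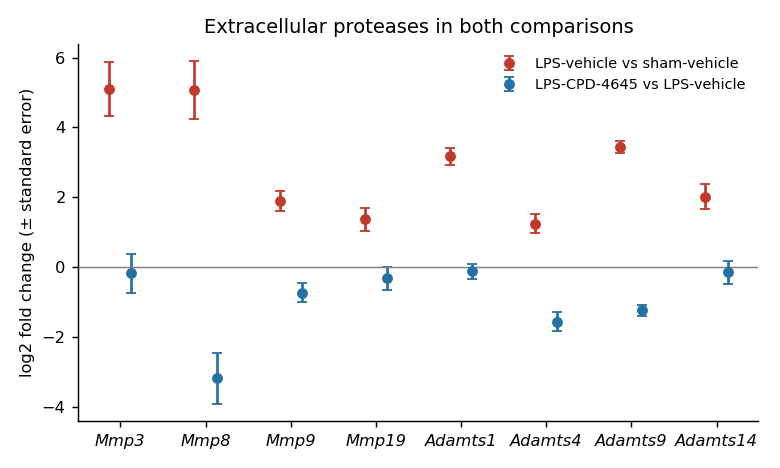
Log2 fold change with its standard error of 8 extracellular proteases for LPS-vehicle against sham-vehicle and LPS-CPD-4645 against LPS-vehicle mice. All 8 lie above 0 in the first comparison, with *Adamts4* lowest and *Mmp3* highest, and *Mmp8* has the lowest value in the second.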

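The fall of *Mmp8* under CPD-4645 stayed between -3.71 and -2.71 on the log2 scale when each mouse was left out, and passed the threshold each time. *Mmp9* fell to 4.1 ± 0.521 CPM (SD, n = 4), a log2 fold change of -0.73 (SE 0.27, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That fall was under 2-fold, and in 10 of the 13 fits that each left out a mouse it was not significant, reaching -0.41 without LPS-vehicle mouse 2. With only the 2 groups compared it was not significant either, at -0.72. *Mmp3* and *Mmp19* did not change significantly, with log2 fold changes of -0.18 (SE 0.56) and -0.32 (SE 0.32).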

MMP-8 is an inducible MMP that has been shown to be upregulated in experimental models of multiple sclerosis [44] and elevated in the CSF of children with bacterial meningitis [45]. Consistent with our findings in the LPS model, which mimics a bacterial challenge, infection of human brain microvascular endothelial cells with *Neisseria meningitides* resulted in an increase in MMP-8 activity and was shown to be directly involved in the cleavage of the occludin and subsequent BBB dysfunction [46].

The role of ADAMTS family of proteins has been extensively studied for their ability to remodel extracellular matrix (ECM) in the context of osteoarthritis. Recent emerging data suggest that astrocytic ADAMTSs may play a variety of roles within the CNS including modulation of neuronal signaling, inflammation, and permeability of the BBB [42]. We found that LPS challenge stimulated the expression of *Adamts-1*, *4*, *9*, and *14* in the neurovasculature. 

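*Adamts9* rose from 5.07 ± 1.25 CPM (SD, n = 4) in sham-vehicle mice by a log2 fold change of 3.44 (SE 0.18, adjusted p = 2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Adamts1* (chromosome 16 of GRCm38, 85793827 to 85803113) rose from 10.7 ± 2.95 to 97.9 ± 27.4 CPM (n = 5), a log2 fold change of 3.18 (SE 0.24). *Adamts14* (chromosome 10, 61197112 to 61273438) rose from 0.711 ± 0.24 to 2.96 ± 0.833 CPM, a log2 fold change of 2.02 (SE 0.35). *Adamts4* rose least, from 16.2 ± 2.79 CPM by 1.24 (SE 0.27) on the log2 scale, or by 0.97, under 2-fold, without LPS-vehicle mouse 2. For each of the 4 genes, every LPS-vehicle mouse lay above every sham-vehicle mouse.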

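Neither *Adamts1* nor *Adamts14* changed significantly under CPD-4645. *Adamts1* was at 90 ± 24.3 CPM (SD, n = 4) in LPS-CPD-4645 mice, a log2 fold change of -0.12 (SE 0.21, adjusted p = 0.69 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) against LPS-vehicle mice. *Adamts14* was at 2.62 ± 1 CPM, a log2 fold change of -0.15 (SE 0.32, adjusted p = 0.75 from the same edgeR test).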

Treatment with CPD-4645 significantly downregulated expression of *Adamts4* and *9*. It has been shown that IL1β and TNFα, cytokines which are elevated in our LPS model, can induce the expression of *Adamts4* and *9* [47, 48] in astrocytes and macrophage. Versican is the major chondroitin sulfate proteoglycan within the vasculature and is a cleavage substrate for ADAMTS-4 [49] and ADAMTS-9 [50] leading to the hypothesis that ADAMTS activity may contribute to BBB dysfunction via degradation of ECM [42, 51].

Taken together, our data suggest that inflammation induced by LPS challenge can serve to upregulate expression of *Mmp8* and *Adamts4* and *9* which may contribute to subsequent damage of the BBB through degradation of occludin and versican. Treatment with a MAGL inhibitor elicits an anti-inflammatory response which in turn serves to reduce levels of the neurovascular damaging proteases. Regulation of proteases through reduction in inflammation is one possible explanation of many for the BBB protective effects observed in this study. A deeper understanding of the complex interplay between neuroinflammation, protease activity, and BBB function will be required to determine if MMP-8, ADAMTS-4, or ADAMTS-9 are solely responsible or act in concert with each other or with other pathophysiological processes leading to BBB dysfunction.

Several studies have shown that augmentation of 2-AG, either through direct administration or through inhibition of MAGL or ABHD6, can have beneficial effects on neuroinflammation and blood-brain barrier dysfunction in the context of TBI [13, 15, 52]. Rodent TBI models result in damage to the BBB by trauma (cell death), inflammation, or ischemia. In this study, we sought to determine the molecular mechanisms of MAGL-mediated BBB protection using animal models which utilize inflammation or ischemia to drive damage to the BBB. Here, we demonstrate that inhibition of MAGL activity can attenuate BBB breakdown, as measured by the extravasation of brain impermeable endogenous proteins or fluorescently labeled tracers, after either inflammatory (LPS) or ischemic (rose bengal) insults. To pressure test the clinical utility of a MAGL inhibitor, we withheld treatment for 6 h and then administered the compound. This time frame is within the required treatment window (within 3–4.5 h of onset of ischemia) for ischemic stroke patients to qualify for tPA treatment for example. Our results demonstrate that inhibition of 2-AG hydrolysis still exerted significant protection of BBB function in animals with delayed treatment.

## Conclusions

Previous work has not looked at the mechanism of the efficacy of endocannabinoid degradation inhibitors [15], or attributed this efficacy in TBI models to enhanced cannabinoid receptor activation (lesion volume and neurodegeneration) through the use of cannabinoid receptor antagonists [52]. Here, we show for the first time that the effect of MAGL inhibition in preserving BBB function is driven through the reduction of arachidonate production and through enhanced cannabinoid signaling depending on the nature of the initial insult. In the inflammation-driven LPS model, co-treatment with CB1 and CB2 antagonists did not significantly reverse the CPD-4645 effect on BBB breakdown, suggesting a less pronounced cannabinoid-dependent mechanism of action in this particular assay. In contrast, in the ischemia-driven photothrombotic model, co-treatment of CPD-4645 with CB1 and CB2 antagonists partially reversed the effect of MAGL inhibition on BBB disruption, suggesting a pronounced, but partial, cannabinoid receptor-dependent mechanism of action. It would therefore be of future interest to analyze expression profiles of the neurovasculature in the presence and absence of cannabinoid receptor antagonists in a more global model of ischemia such as the middle cerebral artery occlusion model, in order to further ascertain whether the BBB pathology in the two models is different or comparable. These results highlight a bi-directional mechanism of action (simultaneous enhancement of cannabinoid signaling through elevation of 2-AG and decrease of AA and downstream eicosanoids) that can achieve therapeutic efficacy through either pathway depending on the nature of the insult.

## Additional files

Additional file 1: **Table S1.** Differentially regulated genes. Differentially regulated genes (increased or decreased by at least twofold) and *p* values for LPS-vehicle vs sham-vehicle and LPS-CPD-4645 vs LPS-vehicle groups.

Additional file 2: **Table S2.** Gene ontology analysis. Gene ontology analysis was performed using the DAVID bioinformatics tools. The enriched functional annotation clusters are listed along with *p* values for LPS vs Sham upregulated genes, LPS vs Sham downregulated genes, and CPD-4645 vs vehicle downregulated genes.

Additional file 3: **Figure S1.** In vivo selectivity of CPD-4645. Levels of inhibition of MAGL, ABHD6, and FAAH in the brain after 10 mg/kg subcutaneous dose of CPD-4645 at given tie point as determined by activity-based protein profiling using the pan-serine hydrolase probe FP-rhodamine. Full MAGL inhibition was normalized by effect seen at 2 h post-subcutaneous administration of 16 mg/kg JZL-184.

Additional file 4: **Figure S2.** Principal component analysis. Principal component analysis (PCA) for transcriptional signatures demonstrating a distinction between experimental groups. The first two principal components are plotted with the variance explained by each component shown on the axes.

How the deposited data were processed for this re-analysis (not part of the article)

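Neurovascular RNA from 13 male CD1 mice was sequenced in the study: 4 sham-vehicle mice, 5 LPS-vehicle mice and 4 LPS-CPD-4645 mice. The brains used for RNA-seq were not perfused, so blood cells in the vessels are part of the material. The authors aligned the reads with STAR to GRCm38, counted them per gene on the GENCODE M9 basic annotation and deposited whole-number counts, 1 value per gene and library. No normalization had been applied to these counts, and the values carry no record of which strand column of STAR's output was used. Each library belongs to 1 mouse, and its group and replicate number were taken from its label.

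The 47643 genes are listed by versioned Ensembl identifier. Symbols, gene types, positions and overlaps were taken from the GENCODE M21 annotation, which is on the same build, GRCm38, and 47224 identifiers matched it once the version was dropped. Overlapping genes on either strand are named beside a gene's values, because reads shared between them could have been counted for either. A few gene-level results and overlaps are not reported here.

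Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 17285 of the 27934 genes with any count. The counts were normalized by TMM, with factors from 0.908 to 1.08, and fitted with a quasi-likelihood model of the 3 groups without covariates, at a common dispersion of 0.0334. All 13 mice entered 1 fit, so the 3 comparisons (LPS-vehicle with sham-vehicle, LPS-CPD-4645 with LPS-vehicle, and LPS-CPD-4645 with sham-vehicle) share an estimate of the spread between mice. The threshold was the study's: a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold. Standard errors of log2 fold changes were derived from the same edgeR fit. CPM were computed from the TMM-scaled library sizes, and log2 CPM used a prior count of 2. The study's own test was limma-voom with TMM, and it was run as an alternative with limma 3.58.1.

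Total counts per library ran from 7813559 to 55133373, a 7.06-fold range, with a median of 26989885. The shallowest libraries were those of LPS-vehicle mouse 3 and LPS-CPD-4645 mouse 1. At these totals the spread between mice exceeded counting error on average over genes in every pair of replicates. How many genes this held for was not counted. Counting error limited the values of genes near the floor of 3 counts. A fold change against a group whose libraries all hold at most 3 counts is printed as a lower bound computed from that floor. Mitochondrial genes took from 4.0% to 12.7% of the counts of a library.

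The genes named in the text follow a rule. They are every gene that the paper names in its RNA-seq and RT-qPCR results, in Fig. 5b and c and in its discussion. For each comparison they are also the 5 largest rises and the 5 largest falls among genes past the threshold whose groups do not overlap and whose mean is at least 1 CPM. From each complete annotation cluster of Table S2 they are the 3 genes with the largest rise after LPS, and *Xist* and *Ddx3y* serve as a check of sex. Genes outside this rule, among them *Neat1*, the interferon response genes and the members of the Toll-like receptor, inflammasome, complement, cytokine and chemokine families, were picked after their values were seen. These families were formed by symbol from the lists of Table S2. The copy of the inflammatory response list in Table S2 used here is incomplete.

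The share of LPS-upregulated genes below 0 under CPD-4645 has a 95% Wilson interval, which treats genes as independent and leaves out the spread between mice. Because both comparisons behind the share use the same LPS-vehicle libraries, unchanged groups were simulated 50 times, with genes drawn independently. The share was also computed with separate LPS-vehicle mice in the 10 ways of dividing them. Other splits of the 9 LPS mice, and of the mice of the other comparisons, were refitted with edgeR. At most 100 splits were drawn where more were possible. PC1 differences were tested with exact permutation tests, two-sided, and Benjamini-Hochberg adjustment was not applied to the pair of PC1 comparisons. Computation outside R used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

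Marker genes were grouped into 16 lists: endothelial cell, pericyte and smooth muscle, astrocyte, microglia, neuron, oligodendrocyte, neutrophil, monocyte and macrophage, lymphocyte, platelet, erythrocyte, choroid plexus, ependymal cell, fibroblast, interferon response and glucocorticoid response. They were written from general knowledge. The lists were tested with camera at a preset correlation of 0.01, with fry beside it, and the p values were adjusted over the 48 tests.

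The alternatives were limma-voom, DESeq2 1.42.0, voomWithQualityWeights, DESeq2's size factors in the edgeR fit, no filter on low counts, a mean count of at least 50, a fit of only the groups compared, a test against the 2-fold change (glmTreat), a replicate block, and each of the 13 mice left out in turn. For PC1 they were the 500 most variable genes, genes scaled to unit variance, a prior count of 0.5 and DESeq2's size factors. The marker lists were also tested with an estimated correlation. A correction for GC content and gene length, and a fit without the 2 shallowest libraries, were added after the data were seen. For the comparison of each result with its alternatives, a count was taken as changed beyond 1.5 times.

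The edgeR, limma-voom, DESeq2, voomWithQualityWeights, replicate block, glmTreat, 2-group and GC content and length fits were first tested on simulated counts with 200 changed genes among those drawn. Of the 17005 genes tested there, 196 were changed genes, and the edgeR quasi-likelihood test recovered 182 of them (92.9%) with 2 false calls. The other tools recovered from 84.2% (glmTreat) to 93.9%. Tested only after the results were seen, DESeq2's size factors gave 92.9%, no filter 91.5% of 200 changed genes (17285 genes tested), a mean count of at least 50 gave 97.6% of 167 (13872 genes tested), and the noncoding level as a covariate 73% of 196. The fits of other splits, of separate mice, of thinned counts and without 1 or 2 mice use the same edgeR test and were not simulated separately. On simulated counts with shifted lists (17285 genes), camera and fry each found both shifted lists. Of the 46 tests of unshifted lists, camera called 1 and fry called 0. Genes were drawn independently in these counts. The simulation therefore cannot show how often camera calls an unshifted list whose genes vary together between mice.

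The lipid, enzyme activity, RT-qPCR, ELISA, fibrinogen and photothrombosis measurements of the paper were not analysed here, and DAVID annotation was not rerun. The genes drawn in Fig. 5a are not listed in the text and were not used here.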

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

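In this part, the splits of the mice for the counts of changed genes were set before the data were examined. So were the fits that each left out a mouse and those with limma-voom, DESeq2 and voomWithQualityWeights. All the other tests, and the use of these fits to test an explanation, were chosen only after the result was seen.

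Several results concern single mice that lay apart from their group. In each group of 4 or 5 mice, the gap between the highest or lowest mouse and its nearest neighbour was compared with the group's whole range, using Dixon's critical value at 95%. Over total counts, PC1 to PC4 and the genes named by the paper, 105 groups of values were compared in this way, and 9 passed. About 5.2 would pass by chance, so a single value past this limit is weak evidence that a mouse differs.

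Sham-vehicle mouse 2 lay at 57.7 on PC4, which held 7.7% of the variance, while the other sham-vehicle mice lay between -28.88 and -16.18. Unequal depth was tested by thinning every library to 7809367 counts, and the tables argue against it. On the matching component the gap was then 0.899 of the group's range, against 0.853 at full depth. Its total of 24611418 counts was also inside the range of its group. The design gives these 4 mice the same treatment, so no biological explanation was tested, and differences between mice or in dissection remain open.

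LPS-vehicle mouse 3 lay at -68.0 on PC3, which held 10.4% of the variance, while the other LPS-vehicle mice lay between 21.98 and 28.96. It also had the lowest total, 7813559 counts. Low depth is argued against as the whole cause, because the gap was still 0.771 of the range with every library thinned to that depth (0.928 at full depth). No biological explanation was tested for it either. Without it or any other single mouse, 909 to 1007 genes changed after LPS.

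Sham-vehicle mouse 1 was apart for 3 genes. It held 15 counts of *Sele* (0.428 CPM), where the other 3 sham-vehicle mice held 0, and 14 counts of *Mmp8* (0.399 CPM), where the others held at most 1. For *Adamts1* it was at 15.1 CPM, against 8.89 to 9.63 in the other 3. Without this mouse the log2 fold changes after LPS were 11.08 for *Sele* and 7.93 for *Mmp8*, which are not bounds, and 3.41 for *Adamts1*, and each call held. Its library had the highest total of its group, 35587842 counts, but a scaling of all counts by depth leaves CPM as they are. A mixture with LPS-treated tissue and a stronger response to injection were not tested.

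For *Tgfb1*, sham-vehicle mouse 4 was at 3.85 CPM (78 counts) and the other 3 were between 6.56 and 6.99. Without it, the log2 fold change after LPS was 1.14, and the call held. LPS-vehicle mouse 2 was at 20.8 CPM for *Sele*, against 5.15 to 9.45 in the other 4. Without it, *Sele* fell by 1.28 under CPD-4645 on the log2 scale and no longer passed (adjusted p = 0.11, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Over all the alternatives for this fall, the edgeR, limma and DESeq2 adjusted p values ran up to 0.19, with DESeq2. For *Sypl*, LPS-vehicle mouse 4 was at 58.8 CPM, against 43.3 to 46.3 in the others. Without it, the difference between LPS-CPD-4645 and LPS-vehicle mice was 0.39 and became significant, but was under 2-fold, as it did with voomWithQualityWeights (0.36) and without LPS-CPD-4645 mouse 3 (0.44). LPS-CPD-4645 mouse 1 was at 28.9 CPM for *Adamts9*, against 21.2 to 22.5 in the other 3, and without it the log2 fold change under CPD-4645 was -1.32. Neither a technical nor a biological explanation was tested for these values.

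A comparison that the paper does not report is that of LPS-CPD-4645 with sham-vehicle mice. There, 1917 genes passed the threshold, 1056 higher and 861 lower, more than the 981 after LPS alone. Of the 35 splits of these 8 mice, 1, the real one, gave as many. The others, which all mix sham-vehicle with LPS-CPD-4645 mice, gave 0 genes each, and 49 to 453 genes changed by at least 2-fold at an unadjusted p under 0.05. Over all 17285 genes tested, 37.5% did not overlap between the groups, where chance gives 2.86%. Depth is argued against. With every library thinned to 7809367 counts, this comparison gave 1799 genes and the one after LPS gave 939. An atypical LPS-vehicle mouse is argued against as well, since leaving out 1 of the 5 gave at most 983 genes after LPS. With trends on GC content and gene length removed, 1908 genes still passed, which argues against those trends as the cause. The difference in number between both comparisons was not tested directly. A lower noncoding level in the LPS-CPD-4645 libraries, taken up below, was not argued against and stays open. With that level as a covariate, 1056 protein-coding genes passed in this comparison, against 1535 without it, and 888 passed after LPS either way. A biological explanation, a response to CPD-4645 outside the LPS response, stays open as a hypothesis, because no mouse was given CPD-4645 without LPS.

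The largest fitted rises in that comparison were those of *Gpr18*, *Cxcl9*, *Clec4e*, *Cxcl10* and *Il6*. *Gpr18* and *Cxcl9* were at the floor in sham-vehicle mice and at least 11.2-fold and at least 30.2-fold higher. The log2 fold changes of *Clec4e*, *Cxcl10* and *Il6* were 5.60 (SE 0.89), 5.57 (SE 0.85) and 5.27 (SE 1.02). With limma-voom, *Clec4e* and *Il6* did not pass, at 5.69 and 4.98. The largest falls were those of *Gpr34*, *Gkn3*, *Slc38a5*, *Gm3693* and *AU021092*, with log2 fold changes of -5.42, -4.69, -4.54, -4.04 and -3.58. *Slc38a5* fell from 8.94 ± 2.03 CPM (SD, n = 4) in sham-vehicle mice to 0.395 ± 0.272 CPM (n = 4). *Gpr34*, *Gm3693*, *Gpr18* and *Cxcl10* overlap genes on the other strand and *AU021092* overlaps *Mir6364*, and their reads were not separated from those of the other gene. No call among these 10 genes was lost when each mouse was left out.

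The paper's text describes the genes that CPD-4645 lowered, and not the 294 that it raised against LPS-vehicle mice. Of the 294 genes, 265 had not passed the threshold after LPS, 23 had been raised by LPS and 6 had been lowered by it. The 265 genes had a median log2 fold change of 1.67 under CPD-4645 and of 1.69 against sham-vehicle mice, and 189 of them also passed against sham-vehicle mice. For the 1019 genes changed in either direction, 1 of 100 splits of the 9 LPS mice, the real one, gave as many, and the others gave at most 519. Of the 126 possible splits, 100 were drawn. Depth is argued against, with 918 genes at equal depth, and so are trends on GC content and gene length, with 975 genes once both were removed.

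A lower level of long noncoding RNA in the LPS-CPD-4645 libraries is a possible explanation that stays open. Under CPD-4645, the median log2 fold change was -0.365 for lincRNA, -0.414 for genes of the TEC type, -0.312 for processed transcripts and -0.236 for antisense genes. It was -0.011 for protein-coding genes and 0.342 for processed pseudogenes. *Neat1*, picked after its values were seen, lay between 35.2 and 47.4 CPM in LPS-CPD-4645, 88 and 108.2 in sham-vehicle and 109.9 and 204.5 in LPS-vehicle mice. *Malat1* did not fall, at 289.6 to 450 CPM in LPS-CPD-4645 and 301.1 to 401.2 in LPS-vehicle mice, and the share of counts on lincRNA, 0.506% to 0.627%, was above that of sham-vehicle mice (0.473% to 0.501%) and overlapped that of LPS-vehicle mice (0.532% to 0.705%). With each library's noncoding level as a covariate, 207 protein-coding genes passed under CPD-4645, 42 higher and 165 lower, against 763 without the covariate. After LPS the number was 888 with and without it. In LPS-CPD-4645 against sham-vehicle mice it fell from 1535 to 1056 with the covariate. On simulated counts this covariate lowered the recovery of changed genes from 182 to 143 of 196, so some loss of calls follows from the covariate itself. The covariate and the treatment cannot be told apart, because the level ran from -0.168 to -0.034 in LPS-CPD-4645 and from 0.075 to 0.284 in LPS-vehicle mice, without overlap. It could reflect the handling of the tissue or RNA, or a response to the drug.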

How the results depend on the processing

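The alternatives were fixed in advance, apart from the GC content and length correction and the fit without the 2 shallowest libraries, which were chosen after the data were seen. Each result was recomputed with 1 choice changed at a time. The direction of every count, share and median held under every alternative tried, with the exception of the PC1 difference between LPS-CPD-4645 and LPS-vehicle mice.

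Testing against the 2-fold change itself (glmTreat) is stricter by construction and lowered every count of genes. After LPS it gave 403 higher and 36 lower genes, 439 in all. Under CPD-4645 it gave 30 higher and 35 lower genes, and against sham-vehicle mice 404 higher and 157 lower. Of the genes it called higher after LPS, 11 were significantly lower under CPD-4645, 252 were still higher than in sham-vehicle mice, and 0 were significantly higher under CPD-4645, with 5 higher at an unadjusted p under 0.05.

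A mean count of at least 50 left 13860 genes to test, and gave 113 lower genes after LPS and 123 higher genes under CPD-4645. The other counts of genes under that filter, and all counts of genes under the other alternatives, stayed within 1.5 times those reported. The count of marker list tests that passed did not, falling from 19 with camera to 3 with an estimated correlation. With limma-voom, for example, LPS raised 770 and lowered 210 genes and CPD-4645 raised 359 and lowered 744. With DESeq2 these numbers were 842, 189, 316 and 765, and with the GC content and length correction 748, 242, 340 and 635.

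The share of LPS-upregulated genes below 0 under CPD-4645 averaged 67.1% and 68.7% when separate LPS-vehicle mice, 3 or 2 of the 5, called the genes. Those fits hold fewer samples, and the median log2 fold change was then -0.351 and -0.358. Among the other alternatives the share ran from 69.4% (GC content and length correction) to 74.4% (replicate block). Across the 13 fits that each left out 1 mouse it ran from 68.1% without LPS-CPD-4645 mouse 4 to 76.0% without LPS-vehicle mouse 4. The median ran from -0.497 to -0.35 across these fits.

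On the 500 most variable genes the PC1 difference between LPS-CPD-4645 and LPS-vehicle mice was -1.68, and the cause was not tested. Without 1 mouse it ran from 15.48 (without LPS-CPD-4645 mouse 2, exact permutation p = 0.1071) to 42.19 (without sham-vehicle mouse 2). It also lost significance without LPS-CPD-4645 mouse 1, at 21.99 (exact permutation p = 0.0714), and mouse 3, at 17.33 (exact permutation p = 0.0893). In these fits 3 against 5 mice are compared. The PC1 difference after LPS ran from 66.27 to 84.13.

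The other counts over the fits without 1 mouse were 743 to 828 higher and 141 to 180 lower genes after LPS, 242 to 336 and 612 to 792 under CPD-4645, and 969 to 1065 and 771 to 896 against sham-vehicle mice. Of the LPS-upregulated genes, 117 to 158 were significantly lower and 16 to 30 significantly higher under CPD-4645. Genes below 0 numbered 23 to 28 in the cytokine regulation cluster and 48 to 57 in the immune response cluster.

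The genes that the paper's text names were recomputed after LPS and under CPD-4645, and the genes picked by the size of their change only in the comparison that picked them, with a few further comparisons that the text prints. Among these, 10 genes had a change near 0 whose sign reversed, and none of these 10 passed in the affected comparison. Other comparisons were not counted. The cause was not tested. With limma-voom, *Mmp3* was at 0.07 under CPD-4645 and *Faah* at 0.00 after LPS. With voomWithQualityWeights, *Adamts1* was at 0.04, *Mmp3* at 0.30, *Il6* at 0.50 and *Mgll* at 0.02 under CPD-4645, and *Faah* at 0.04 after LPS. *Mgll* was at 0.01 with DESeq2, with DESeq2's size factors and with only the groups compared.

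Across the fits that each left out 1 mouse, *Adamts1* ran from -0.30 (without LPS-CPD-4645 mouse 2) to 0.02 (without mouse 3) under CPD-4645, *Adamts14* from -0.40 (without LPS-CPD-4645 mouse 3) to 0.03 (mouse 1) and *Mmp3* from -0.96 (LPS-CPD-4645 mouse 2) to 0.24 (LPS-vehicle mouse 3). *Ocln* ran from -0.20 (LPS-vehicle mouse 3) to 0.09 (LPS-vehicle mouse 4), *Il6* from -0.93 (LPS-CPD-4645 mouse 1) to 0.43 (LPS-vehicle mouse 2), *Mgll* from -0.04 (LPS-vehicle mouse 3) to 0.06 (LPS-vehicle mouse 5) and *Abhd6* from -0.11 (LPS-CPD-4645 mouse 1) to 0.05 (mouse 4). *Cnr2* ran from -0.13 (LPS-CPD-4645 mouse 3) to 0.42 and was too low to test without LPS-vehicle mouse 1 or 5. *Faah* ran from -0.06 (sham-vehicle mouse 1) to 0.06 (sham-vehicle mouse 2) after LPS. Against sham-vehicle mice, *Tgfb1* in LPS-CPD-4645 mice ran from -0.14 (sham-vehicle mouse 4) to 0.09 (sham-vehicle mouse 1), with -0.03 and -0.01 without LPS-CPD-4645 mouse 2 or 3, and was at -0.02 with voomWithQualityWeights.

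Of 2606 values for named genes and marker lists under the alternatives, 2452 kept their direction and side of the adjusted p limit, whatever their size. Significance was lost for 69, of which 36 were in fits without 1 mouse, and gained for 38, of which 15 were in such fits. The sign reversed for 47, with 33 in such fits. *Il6* after LPS lost significance with limma-voom (5.06) and with voomWithQualityWeights (4.45), and *Tnf*, which did not differ significantly under CPD-4645, was significantly higher with limma-voom (0.90), voomWithQualityWeights (1.05), no filter (0.92) and without LPS-vehicle mouse 2 (1.17). *Pdgfrb* after LPS lost significance in 5 fits without 1 mouse, with a change of 0.29 without sham-vehicle mouse 4. Without LPS-vehicle mouse 3 the rise of *Cxcl10* after LPS was 1.88, against 2.93.

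Of the 48 marker list tests, 19 passed with camera and 22 with fry, 18 of them with both. With an estimated correlation 3 passed: the monocyte and macrophage list after LPS, and the glucocorticoid response list after LPS and against sham-vehicle mice. Over the 10 genes or fewer of a list the estimate is itself uncertain. The endothelial list after LPS passed with camera and not with fry, and lost significance without sham-vehicle mouse 4 (0.59) or LPS-vehicle mouse 4 (0.69) or 5 (0.66). The erythrocyte list after LPS did so without sham-vehicle mouse 1 (-0.62) or LPS-vehicle mouse 5 (-0.76), and the glucocorticoid response list under CPD-4645 without LPS-vehicle mouse 1 (0.16) or 3 (0.18). Against sham-vehicle mice, the oligodendrocyte list did so without sham-vehicle mouse 4 (-0.15) or LPS-CPD-4645 mouse 1 (-0.23). The astrocyte list stayed significant there but was at 0.06 without LPS-CPD-4645 mouse 2 and at 0.24 without mouse 3.

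The groups carry the same replicate numbers, but neither the paper nor the labels say that a number marks a shared litter or day. Same-numbered mice of different groups did not deviate together: over 12 pairs, r across genes ran from -0.035 to 0.114 (median 0.028), with 1 pair over 0.1, against -0.137 to 0.124 (median -0.013) over 44 pairs with different numbers. With the replicate block, 788 genes were higher and 184 lower after LPS, 270 and 669 under CPD-4645, and 1046 and 836 against sham-vehicle mice. With this block the erythrocyte list (-0.76) after LPS and *Mmp9* (-0.71) under CPD-4645 were not significant, *Vwf* (-0.93) under CPD-4645 was significant but under 2-fold, *Gfap* under CPD-4645 and *Aif1*, *Cnr1* and *Slco2b1* after LPS were significant, of these only *Slco2b1* by at least 2-fold, and *Ocln* (0.08), *Mgll* (0.06) and *Abhd6* (0.04) reversed under CPD-4645.

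Genes at the floor in a group, such as *Gpr18*, *Cxcl9*, *Crp*, *Bcl2a1d* and *Cxcr2*, are given as bounds. Without the 2 shallowest libraries, LPS raised 813 and lowered 162 genes, CPD-4645 raised 299 and lowered 832, and the share was 73.2%.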

Differences from the paper's values

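The paper gives the highest number of reads per library as 20 M, and the highest total of deposited counts was 55.1 M. None of the alternatives set before the data were examined changes this total, because it comes before any processing choice.

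In LPS-vehicle against sham-vehicle mice, the paper's log2 fold change of *Sele* is 7.65, and the value here was 6.16. Of the alternatives set before the data were examined, limma-voom, which is the method the paper states, gave 7.64 and voomWithQualityWeights gave 7.04, both within the larger error of the paper's value. The others set before the data were examined did not close the gap, and without sham-vehicle mouse 1, the only one of its group with counts of this gene, the value overshot it at 11.08.

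For *Mmp8* in the same comparison, the paper's log2 fold change is 6.12 and the value here was 5.07. Limma-voom gave 6.11, DESeq2 5.30, voomWithQualityWeights 5.49 and the replicate block 5.45, which lie within the larger error of the paper's value, and the other alternatives set before the data were examined did not (7.93 without sham-vehicle mouse 1).

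In LPS-CPD-4645 against LPS-vehicle mice, the paper's log2 fold change of *Mmp8* is -4.21 and the value here was -3.18. With limma-voom it was -4.23 and without LPS-CPD-4645 mouse 1 it was -3.71, both within the larger error of the paper's value, and the other alternatives set before the data were examined did not close the gap.

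The paper describes chemokine genes as members of the cytokine regulation and immune response clusters. Its lists for these clusters hold 0 symbols that begin with Ccl or Cxcl, and the copy of its inflammatory response list holds 6.

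Of the matrix metalloproteinases that rose after LPS, the paper names *Mmp8* alone as reduced by CPD-4645. *Mmp9* was also lower here, by less than 2-fold: its log2 fold change was -0.73 (adjusted p = 0.045, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In 10 of the 13 fits without 1 mouse it was not significant.

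The paper describes the genes of endothelial activation as held at their baseline level under CPD-4645. Against sham-vehicle mice, *Vwf* (0.27) and *Tgfb1* (0.01) did not differ significantly, while *Selp* (3.96), *Sele* (4.37), *Vcam1* (1.14) and *Itga5* (1.22) were still past the threshold as higher on the log2 scale. Without sham-vehicle mouse 1, *Sele* was at 9.29.

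From RT-qPCR, the paper describes the preparations as low in the neuronal gene *Syp*. In the counts *Syp* had 2390, 2050 and 2280 CPM in sham-vehicle, LPS-vehicle and LPS-CPD-4645 mice, more than any other gene of that assay, while *Sypl*, which the paper's table of assays lists in its place, had 52.4, 47.5 and 58.6 CPM.

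The paper's Table S1 lists 949 genes for LPS-vehicle against sham-vehicle mice and 988 for LPS-CPD-4645 against LPS-vehicle mice, against 981 and 1019 here. Of these, 859 and 830 are called here in the same direction, and 923 and 961 with limma-voom. *Slco2b1* and *Slc26a7*, which the paper lists as lower after LPS, did not pass here, and passed with limma-voom at -1.08 and -1.11.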

Other observations

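In this part, the test of shared LPS-vehicle libraries, the splits for the share of genes below 0 and for the number of genes changed after LPS, and the test of neutrophil genes behind *Mmp8* were set in advance. The splits for the other results and the tests of vessel material and of blood left in the vessels were chosen only after the result was seen.

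The effect of CPD-4645 on the LPS-upregulated genes was compared with other splits of the 9 LPS mice into groups of 5 and 4. The share of these genes below 0 was as large in 23 of the 100 splits drawn, the real one included, so the share alone does not set the real groups apart from a chance division of the mice. With separate LPS-vehicle mice, where no such library is shared, the share averaged 67.1% over 10 ways (56.06% to 75.71%). That argues only weakly against the libraries shared by both comparisons as its whole cause. The simulations without change, at 53.7% to 60.6%, keep the shared libraries and draw genes independently. They are therefore no reference for the share with separate mice. In the same 10 ways, the share lower in the LPS-vehicle mice left out of the calling ran from 27.73% to 80.66%. The spread between mice therefore limits this argument. The size of the shift set the real groups apart only narrowly, and only among the 100 splits drawn of 126 possible. A median as low was seen in 1 of the 100 splits, although the lowest of the others, -0.411, came close to -0.42. As many genes significantly lower were seen in 1 split (at most 130 in the others, against 145) and as many significantly higher in 2 (at most 42, against 23). The 130 and the 42 came from splits that moved 8 of the 9 mice, which nearly exchanges the labels of both groups. These counts therefore separate the real labels from nearly exchanged ones by little or not at all.

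The number of LPS-upregulated genes still higher than in sham-vehicle mice was as low in 19 of the 100 splits, with 544 to 597 genes in the others. The count of genes below 0 was as large in 40 splits for the cytokine regulation cluster and in 25 for the immune response cluster. These 3 counts therefore do not separate the real groups from other divisions of the LPS mice. For the number of genes changed after LPS, 1 of 100 splits of the sham-vehicle and LPS-vehicle mice, the real one, gave as many, and the others gave at most 494.

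Fewer neutrophils in the LPS-CPD-4645 preparations are a candidate explanation, as a hypothesis, for the fall of *Mmp8*. The median log2 fold change under CPD-4645 of 10 neutrophil genes without *Mmp8* was -2.93 (-2.88 with *Cxcr2* set to its bound), against -3.18 for *Mmp8*, and all 10 were lower. Among the most abundant, mean CPM in sham-vehicle, LPS-vehicle and LPS-CPD-4645 mice were 1.23, 49.4 and 5.85 for *S100a9*, 0.965, 29.3 and 5.81 for *Ngp*, and 0.893, 25.0 and 3.85 for *S100a8*. A list median as low was seen in 1 of 100 splits of the LPS mice, with -2.20 as the lowest of the others. All 10 genes are also in the paper's Table S1, so the study had picked them from these libraries, 2 of them reached 1 CPM in sham-vehicle mice, and none is in another list. The brains were not perfused, but less blood left in the vessels is argued against as the whole cause, because the erythrocyte genes did not fall with the neutrophil genes: all 4 were higher under CPD-4645, with a median of 0.50, not significantly. A change in the number of neutrophils and in expression per cell were not separated.

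More vessel material in the LPS-vehicle preparations is a possible explanation for the endothelial genes, which rose after LPS (median 0.71) and fell under CPD-4645 (median -0.47, not significant). Of the 10 genes, *Tek* (-1.49), *Kdr* (-0.75) and *Abcb1a* (-0.45) fell after LPS, which more vessel material alone leaves unexplained. The pericyte and smooth muscle genes went the other way after LPS, with a median of -0.38. As mean levels over the list, the endothelial difference after LPS was 0.53 (exact permutation test, p = 0.071) and the pericyte difference -0.44 (exact permutation test, p = 0.071). Under CPD-4645 the endothelial difference was -0.42 (exact permutation test, p = 0.13). Vessel material and a response of the endothelial cells cannot be told apart here, because neither list level changed by more than its spread between mice. All 10 endothelial and all 10 pericyte genes reached 1 CPM in sham-vehicle mice, and 5 and 3 of them are in Table S1. The most abundant were *Slc2a1*, at 190, 322 and 287 CPM in sham-vehicle, LPS-vehicle and LPS-CPD-4645 mice, and *Rgs5*, at 130, 92.3 and 98.5 CPM.

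Adjusted p values of the marker lists are from limma's camera with Benjamini-Hochberg adjustment over 48 tests. After LPS, the endothelial list had an adjusted p of 0.021 and the pericyte and smooth muscle list one of 0.068. With limma's camera, lists that rose were neutrophil (4.87, or 4.79 with *Cxcr2* at its bound, adjusted p = 7.2e-10), interferon response (2.52, adjusted p = 2.8e-09), monocyte and macrophage (2.22, adjusted p = 5.4e-06), glucocorticoid response (2.10, adjusted p = 4.9e-26) and astrocyte (0.27, adjusted p = 4.3e-05). Lists that fell in the same limma test were microglia (-0.74, adjusted p = 0.0038), oligodendrocyte (-0.51, adjusted p = 0.00031), neuron (-0.25, adjusted p = 0.00053), fibroblast (-0.89, adjusted p = 0.011) and erythrocyte (-0.90, adjusted p = 0.027). The choroid plexus (-0.34), ependymal cell (-0.21), platelet (0.19) and lymphocyte (-0.43, 1 gene tested) lists did not pass. All 10 neutrophil, 10 interferon response and 8 glucocorticoid response genes were higher, as were 7 of 8 monocyte and macrophage genes, and all 10 neuron genes were lower.

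Under CPD-4645 and with limma's camera, the neutrophil list (adjusted p = 5.4e-06) and the monocyte and macrophage list (-1.18, adjusted p = 0.0038, lower for all 8 genes) fell, and the glucocorticoid response list rose (0.22, adjusted p = 0.031, higher for 5 of 8 genes). All 3 also passed with fry. The medians of the others, which did not pass with camera, were -0.04 for pericyte and smooth muscle, -0.09 for astrocyte, -0.54 for microglia, 0.12 for neuron, 0.09 for oligodendrocyte, -0.66 for lymphocyte, 0.32 for platelet, 0.50 for erythrocyte, -0.02 for choroid plexus, -0.58 for ependymal cell, -0.06 for fibroblast and -0.23 for interferon response. The ependymal list passed with limma's fry (adjusted p = 0.011).

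Against sham-vehicle mice, LPS-CPD-4645 mice were higher in limma's camera test for the interferon response (2.62, adjusted p = 1.5e-06), glucocorticoid response (2.18, adjusted p = 8.6e-23) and astrocyte (0.15, adjusted p = 0.021) lists, and lower for microglia (-1.13, adjusted p = 0.0011) and oligodendrocyte (-0.31, adjusted p = 0.037). The medians that did not pass were 0.03 for endothelial cell, -0.52 for pericyte and smooth muscle, -0.16 for neuron, 1.90 for neutrophil (1.98 without *Cxcr2*, at the floor in both groups), 0.97 for monocyte and macrophage, -1.09 for lymphocyte, 0.49 for platelet, -0.43 for erythrocyte, -0.20 for choroid plexus, -0.29 for ependymal cell and -0.40 for fibroblast. Of these, monocyte and macrophage (adjusted p = 0.0041), ependymal cell (adjusted p = 0.013) and fibroblast (adjusted p = 0.049) passed with limma's fry.

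Of the other lists, the genes that reached a mean of 1 CPM in sham-vehicle mice were all 10 for astrocyte, microglia, neuron, oligodendrocyte and choroid plexus, all 8 for fibroblast and glucocorticoid response, all 4 for erythrocyte, 7 of 8 for ependymal cell, 7 of 10 for interferon response, 4 of 8 for monocyte and macrophage, 3 of 4 for platelet and 0 of 1 for lymphocyte. Table S1 holds 10 interferon response, 7 monocyte and macrophage, 6 microglia, 6 glucocorticoid response, 3 fibroblast, 2 astrocyte, 2 oligodendrocyte, 2 choroid plexus and 1 ependymal gene, and 0 of the neuron, lymphocyte, platelet and erythrocyte genes. No gene is in more than 1 list. The most abundant genes, in mean CPM of sham-vehicle, LPS-vehicle and LPS-CPD-4645 mice, were *Lyz2* for monocytes and macrophages (8.09, 43.1 and 8.35), *Sgk1* for the glucocorticoid response (91.0, 373 and 524), *Hbb-bs* for erythrocytes (407, 228 and 320), *Snap25* for neurons (3450, 2870 and 3140), *Slc1a2* for astrocytes (767, 821 and 867) and *Ttr* for the choroid plexus (463, 226 and 451).

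Both LPS and CPD-4645 raised 23 genes past the threshold. The largest rise under CPD-4645 among them was that of *Cxcl10*, with a log2 fold change of 2.93 after LPS and of 2.64 under CPD-4645 (adjusted p = 0.0066, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), to 207 CPM. Without LPS-vehicle mouse 3 these changes were 1.88 and 3.69, and without LPS-CPD-4645 mouse 2 the second was 1.97. With limma-voom (2.36) and voomWithQualityWeights (2.27) the rise after LPS was not significant. *Rsad2*, *Ifi47*, *Mx1* and *Oasl1* rose further by 1.84, 1.56, 1.27 and 1.22. These interferon response genes were picked after their values were seen, and the list as a whole had a median of -0.23.

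CPD-4645 lowered 569 genes that had not passed the threshold after LPS, with a median log2 fold change of -1.33, and 356 of them also passed as lower than in sham-vehicle mice. Of the 172 genes lowered by LPS, 93 were above 0 under CPD-4645, 6 significantly higher and 11 significantly lower, and 114 were still lower than in sham-vehicle mice. In the paper's top cluster of lower genes, 12 of 18 were above 0 under CPD-4645, and 10 were still lower than in sham-vehicle mice.

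Genes of the paper's RT-qPCR and discussion were read from the counts as well. *Gfap* was at 95.2, 504 and 366 CPM in sham-vehicle, LPS-vehicle and LPS-CPD-4645 mice, with a log2 fold change of 2.40 after LPS and of -0.46 under CPD-4645 (adjusted p = 0.051, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was significant under CPD-4645 without sham-vehicle mouse 1 (-0.46) or 4 (-0.45), LPS-vehicle mouse 4 (-0.58) or LPS-CPD-4645 mouse 1 (-0.56), and also with no filter, a mean count of at least 50 or only the 2 groups compared. *Pecam1* rose by 0.79 after LPS and fell by 0.82 under CPD-4645. *Aif1* did not change significantly after LPS, but did without LPS-vehicle mouse 4 (0.66) and with DESeq2 (0.55), and fell by 1.38 under CPD-4645. *Pdgfrb* rose by 0.39 after LPS. *Ocln* was at 12.0, 8.11 and 8.21 CPM and did not change significantly after LPS (-0.53) or under CPD-4645 (-0.02). *Vcan* changed by 0.38 after LPS, not significantly, but did without LPS-vehicle mouse 3, at 0.51 after LPS and -0.49 under CPD-4645.

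*Il6* rose by 5.46 after LPS, from 0.157 to 7.06 CPM, and was at 6.24 CPM under CPD-4645, a log2 fold change of -0.19 that was not significant. *Tnf* was at 13.4 CPM under CPD-4645, against 7.14 in LPS-vehicle mice, a log2 fold change of 0.92 (adjusted p = 0.09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes of the enzymes and receptors of 2-arachidonoylglycerol, none changed significantly after LPS or under CPD-4645 in the edgeR fit behind the reported values, although *Cnr2* rose by 1.28 on the log2 scale after LPS. *Mgll*, which encodes MAGL, was at 109, 116 and 116 CPM, *Abhd6* at 49.2, 44.3 and 44.1, *Faah* at 93.2, 92.7 and 88.1, *Cnr1* at 143, 117 and 107 and *Cnr2* at 0.174, 0.405 and 0.495. Of these, *Cnr1* was lower in LPS-CPD-4645 than in sham-vehicle mice, by a log2 fold change of -0.42 (adjusted p = 0.0056, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). After LPS alone it was significant with DESeq2 (-0.29), voomWithQualityWeights (-0.31), no filter (-0.30), a mean count of at least 50 (-0.29) and only the 2 groups compared (-0.30), and without sham-vehicle mouse 2 (-0.37) or LPS-CPD-4645 mouse 3 (-0.29).

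*Ddx3y*, which lies on the Y chromosome, was expressed in every mouse, at 60.6, 56.5 and 78.8 CPM in sham-vehicle, LPS-vehicle and LPS-CPD-4645 mice. *Xist* held at most 9 counts in any library and was not tested. These values go with the labels, which give only male mice.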
